# A unique poly(A) tail profile uncovers the stability and translational activation of TOP transcripts during neuronal differentiation

**DOI:** 10.1016/j.isci.2023.107511

**Published:** 2023-07-27

**Authors:** Marine Baptissart, Brian N. Papas, Ru-pin Alicia Chi, Yin Li, Dongwon Lee, Bhairavy Puviindran, Marcos Morgan

**Keywords:** Molecular biology, Developmental neuroscience, Cell biology

## Abstract

Cell differentiation is associated with global changes in translational activity. Here, we characterize how mRNA poly(A) tail processing supports this dynamic. We observe that decreased translation during neuronal differentiation of P19 cells correlates with the downregulation of 5′-terminal oligopyrimidine (TOP) transcripts which encode the translational machinery. Despite their downregulation, TOP transcripts remain highly stable and show increased translation as cells differentiate. Changes in TOP mRNA metabolism are reflected by their accumulation with poly(A) tails ∼60-nucleotide (nt) long. The dynamic changes in poly(A) processing can be partially recapitulated by depleting LARP1 or activating the mTOR pathway in undifferentiated cells. Although mTOR-induced accumulation of TOP mRNAs with tails ∼60-nt long does not trigger differentiation, it is associated with reduced proliferation of neuronal progenitors. We propose that while TOP mRNAs are transcriptionally silenced, their post-transcriptional regulation mediated by a specific poly(A) processing ensures an adequate supply of ribosomes to complete differentiation.

## Highlights

• A specific poly(A) tail dynamic underlies TOP mRNA metabolism during neurogenesis
• Accumulation of TOP mRNAs with tails <30-nt long reflects their high stability
• Accumulation of TOP mRNAs with tails ∼60-nt long promotes their translation
• LARP1 and the mTOR pathway shape TOP mRNA tailing in progenitor cells

## Introduction

Stem cell differentiation is the process by which multipotent cells become more specialized while gradually losing their differentiation potential. Profound changes in global translation have emerged as a critical aspect of stem cell differentiation.^1^ This dynamic is particularly well described in neuronal systems where translation typically decreases together with ribosome biogenesis (RiBi) as stem cells differentiate into neurons.^2^^,^^3^^,^^4^ The initial availability of ribosomes is believed to provide stem cells with the capacity to synthesize a differentiated proteome, while the translational repression of differentiated cells contributes to maintain their identity.^1^ Indeed, insufficient ribosome supply impairs maturation of differentiating cells leading to developmental defects, while an excessive number of ribosomes results in stemness retention associated with cancer.^5^^,^^6^^,^^7^^,^^8^

The availability of the translational machinery relies on the regulation of ribosomal RNAs (rRNAs), as well as transcripts encoding for ribosomal proteins (RPs), ribosome biogenesis factors (RBFs), and other proteins involved in translation such as initiation and elongation factors. During differentiation, the expression of mRNAs encoding the proteins required for translation is known to be controlled at the transcriptional level. For example, the transcription of multiple RPs is controlled by myelocytomatosis oncogene (MYC), one of the four transcription factors used to obtain pluripotent stem cells from adult fibroblasts.^9^^,^^10^ However, the post-transcriptional mechanisms regulating the translational machinery during the process of differentiation remain poorly characterized.

In response to nutrient availability, the coordinated translational activation of mRNAs encoding for the translational machinery has been attributed to the 5′-terminal oligopyrimidine (TOP) motif, a stretch of approximately 4–15 pyrimidines found at the 5′ end of most transcripts encoding translation factors.^11^^,^^12^ The La-related protein 1 (LARP1) directly binds the TOP motif —and other pyrimidine-enriched sequences present in the 5′ UTR— to act as a translational switch upon phosphorylation by the mTOR complex.^13^^,^^14^ More recently, LARP1 was proposed to interact and shape the poly(A) tail of TOP mRNAs preventing their decay.^13^^,^^15^^,^^16^^,^^17^^,^^18^^,^^19^

mRNA 3′ end metabolism is a critical component of post-transcriptional regulation.^20^ In mammals, a ∼250 nucleotide (nt) long poly(A) tail is added co-transcriptionally to the 3′ end of the mRNA in the nucleus.^21^ Once released into the cytoplasm, the poly(A) tail remains coated by poly(A) binding proteins (PABPs), each covering approximately 30-nts of the tail. The presence of multiple PABPs on poly(A) tails longer than 60-nts protects the transcripts from decay and promotes their translational activation by interacting with the translation initiation complex.^22^ In contrast, the absence of PABPs on tails shorter than 30-nts facilitates transcript decay.^23^^,^^24^ In mammals, most transcripts are bound by two or more PABPs resulting in an asymmetric poly(A) tail distribution peaking at ∼60-nts, with a high frequency of tails 120-nt long.^25^^,^^26^

While poly(A) tail processing plays a central role in transcript metabolism, a correlation between poly(A) tail length and mRNA stabilization or translation has only been clearly established during germ cell differentiation and early embryogenesis. Initial findings demonstrated that the poly(A) tail length controls the translation of some transcripts during spermiogenesis or oocyte activation.^27^^,^^28^^,^^29^ Yet, the extent of poly(A) processing at the transcriptomic level remained elusive. More recently, we and others have used high-throughput methods to perform global poly(A) tail profiling and showed that poly(A) tail length defines the stability and translational activity of the whole transcriptome during gametogenesis and early development.^26^^,^^30^^,^^31^^,^^32^^,^^33^^,^^34^ Although transcriptome-wide studies of somatic cells in homeostasis found no correlation between poly(A) tail and transcript metabolism,^25^^,^^35^ several genetic studies confirmed the importance of poly(A) tail processing for somatic cell differentiation.^36^^,^^37^^,^^38^ Thus, the role of poly(A) tail length metabolism in defining the differentiating transcriptome remains to be established.

In this manuscript, we hypothesize that the translational dynamic of stem cells during neuronal differentiation is post-transcriptionally regulated through differential poly(A) tail-length processing of transcripts associated with ribosome biogenesis and translation. Using P19 pluripotent embryonic carcinoma stem cells, we show that a decrease in translational activity associated with neuronal differentiation is coupled with the downregulation of transcripts containing the TOP motif. During differentiation, TOP transcripts are repressed transcriptionally, but remain highly stable when compared to the rest of the transcriptome; this specific dynamic is associated with unique changes in their poly(A) tail length profile. While TOP mRNAs accumulate with <30-nt long poly(A) tails late in differentiation as a result of their high stability, their specific accumulation with tails ∼60-nt long from early differentiation promote their translational activation. Maintaining TOP transcripts highly stable and translationally active might be required to sustain sufficient levels of ribosome biogenesis for the cells to complete differentiation. In undifferentiated cells, the activation of mTOR pathway and the presence of its effector LARP1 can partially recapitulate the specific poly(A) tail processing of TOP mRNAs observed during neurogenesis. Although we found that the poly(A) tail processing of TOP mRNA tails is not sufficient to drive differentiation, our data support a model in which it promotes progenitor cell proliferation to ultimately define the number of differentiated neurons.

## Results

### Reduced translational activity during neuronal differentiation is associated with TOP transcripts downregulation

Stem cell differentiation is characterized by drastic changes in global protein synthesis.^1^ However, the mechanisms regulating translation during differentiation remain poorly understood. To determine how the transcriptome shapes the translational activity of differentiating cells, we employed the extensively characterized P19 model of neurogenesis, which is amenable for molecular analyses.^39^ Differentiation of the P19 cells was induced by addition of NDiff 227 medium supplemented with retinoic acid. Neurogenesis was validated morphologically by the aggregation of cells at day 2 (D2) and the presence of neuronal projections at day 6 (D6) (Figure 1A). At the molecular level, the progressive accumulation of the *microtubule-associated protein 2* (*Map2*) transcript, a marker of mature neurons, confirmed the proper neuronal differentiation of P19 cells (Figure 1B). To evaluate the levels of protein synthesis during P19 neuronal differentiation, we metabolically labeled nascent peptides and quantified their abundance by flow cytometry. Consistent with other stem cell differentiation systems,^2^^,^^3^ we found that global translation dramatically decreases as the cells commit to the neuronal lineage (Figure 1C).

**Figure 1:**
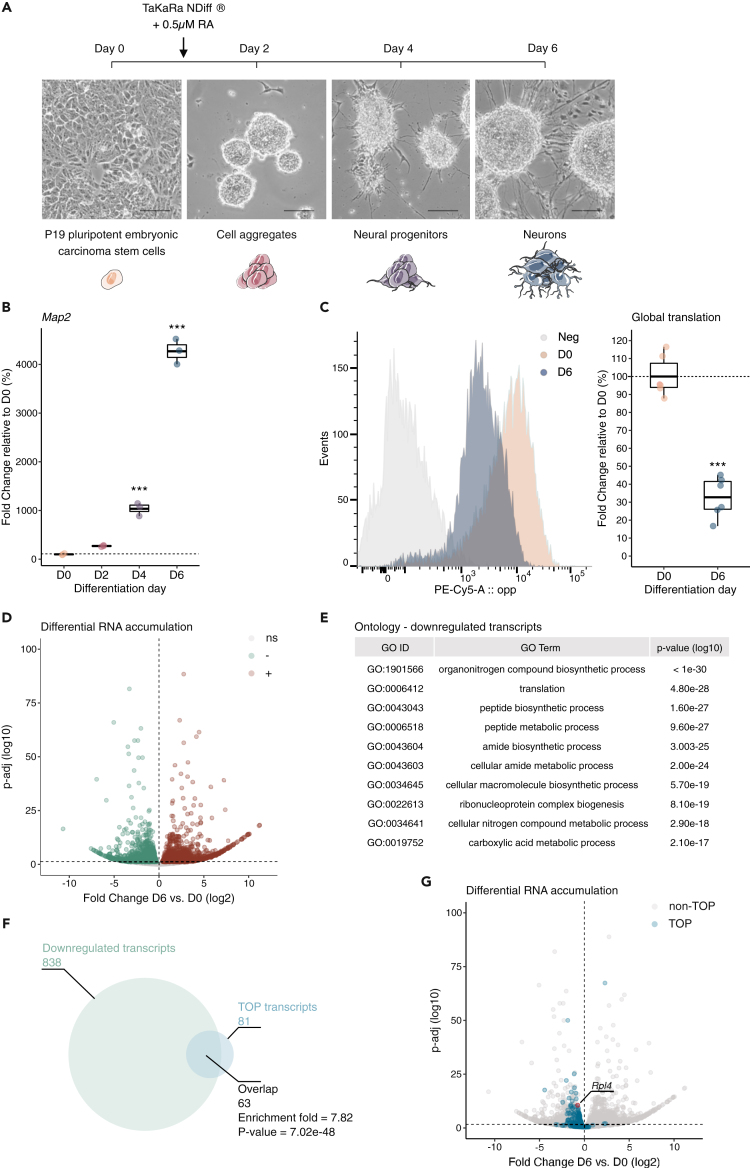
Reduced translational activity during neuronal differentiation is associated with the downregulation of TOP transcripts (A) Representative micrographs of P19 cells before differentiation (day 0, D0), and at 2 (D2), 4 (D4), and 6 (D6) days of differentiation. Scale bars: 100 μm. Schematic adaptation of “Neural cells” (composition and colors) from Servier Medical Art by Servier, licensed under a Creative Commons Attribution 3.0 Unported License (https://creativecommons.org/licenses/by/3.0/). (B) Boxplot of the relative accumulation of *Map2* transcripts before (D0) and during differentiation (D2, D4, and D6) measured by qPCR. n = 3 biological replicates. Data are expressed relative to the D0 condition. Each dot represents one replicate, the center values show the means, the boxes indicate the first and third quartiles and the bars indicate the 10^th^ and 90^th^ percentiles. Ordinary one-way analysis of variance (ANOVA), Dunnett’s multiple comparisons test. ∗∗∗p < 0.001. (C) Representative flow cytometry histogram (left panel) and quantification (right panel) of global protein synthesis measured by O-propargyl-puromycin (OPP) incorporation in cells before differentiation (D0) and after 6 days of differentiation (D6). Negative control (Neg) shows the background signal in the absence of OPP. n = 6 biological replicates. Data are expressed relative to the corresponding D0 condition. Each dot represents one replicate, the center values show the means, the boxes indicate the first and third quartiles and the bars the 10^th^ and 90^th^ percentiles. Two-tailed, two sample Student’s *t* test comparing D6 to D0. ∗∗∗p < 0.001. (D) Volcano plot of differential transcript accumulation in differentiated cells (D6) relative to undifferentiated cells (D0). Downregulated and upregulated transcripts are highlighted in green and brown, respectively. n = 3 biological replicates. Wald test corrected by Benjamini and Hochberg for multiple testing. Significance threshold q-val <0.05. (E) Table showing the 10 most enriched gene ontology terms in significantly downregulated transcripts during differentiation (from D0 to D6). Fisher’s exact test. (F) Venn diagram showing downregulated transcripts (from D0 to D6) in light green, and their intersection with TOP mRNAs in blue. Overrepresentation analysis was performed using a hypergeometric test. (G) Volcano plot shown in (D), highlighting TOP mRNAs in blue and *Rpl4* (contig ENSMUST00000034966) in pink. See also Tables S1, S2, and S3.

Global translation can be directly influenced by the number of functional ribosomes present in the cell.^40^^,^^41^ To understand whether the decrease in global translation during neuronal differentiation is associated with changes in transcripts encoding for the translational machinery, we performed direct RNA sequencing before (D0) and after differentiation (D6). Differential RNA accumulation analysis identified ∼1000 downregulated transcripts and ∼1200 upregulated transcripts in differentiated cells (D6) compared to undifferentiated cells (D0) (Figure 1D and Table S1). Gene ontology analysis of the significantly upregulated transcripts showed an enrichment in biological processes associated with neurogenesis, as expected by the nature of our system (Table S2). Importantly, the most enriched ontology terms associated with downregulated transcripts were related to translational processes (Figures 1E and Table S2). A closer inspection at the transcript level revealed that this functional signature was driven by an enrichment for TOP transcripts, including multiple RP mRNAs encoding the small and large ribosomal subunits (Figures 1F, 1G, and Table S3). These data suggest that the downregulation of TOP transcripts contributes to a reduction in ribosome content and protein synthesis during neuronal differentiation.

### TOP transcripts remain highly stable through differentiation despite global mRNA decay

Differential transcript accumulation could be driven by changes in mRNA production, i.e., transcriptional regulation, or by changes in mRNA decay controlled post-transcriptionally. 

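Synthesis and decay were measured in 47 SLAM-seq libraries of P19 cells, a mouse embryonal carcinoma line that forms neurons after treatment with retinoic acid. In SLAM-seq, cells take up 4-thiouridine (4sU), a uridine analog, into new RNA. Alkylation makes the labeled positions read as C in place of T, so that T>C conversions mark RNA made while 4sU was present. Undifferentiated cells (D0) received 20 µM 4sU and cells at day 6 of differentiation (D6) received 500 µM, so that the dose differed along with the state. In the catabolic assay, cells were labeled and the loss of label was followed, and in the anabolic assay its uptake was followed. The paper gives the labeling before the catabolic assay as 15 h, the time used here, and as 13 h where it describes the normalization. The paper gives the 4 time points of both assays as 0, 3, 6 and 9 h, whereas the sample labels give 0, 1, 3 and 9 h. The hours of the paper were used here unless stated otherwise. With those of the labels, however, the residual of the fit was smaller for 71.4% to 87.2% of the transcripts, depending on the state and assay. Each state, assay and time point had 3 libraries, except the 6 h point of the catabolic assay at D6, which had 2. The authors mapped the reads with SLAMdunk, masked single nucleotide polymorphisms, and deposited the counts of reads, covered T positions and T>C conversions on each 3′ UTR without normalization. The deposited 3′ UTRs carry RefSeq transcript names, whereas the methods name GENCODE. At D0, the reads on 3′ UTRs ranged from 5499405 to 11677046 (median 7391688) in the 12 anabolic libraries and from 3447888 to 10151359 (median 6743979) in the 12 catabolic libraries. At D6, they ranged from 1504166 to 7407007 (median 3950754) in the 12 anabolic libraries and from 1489528 to 7930149 (median 3351707) in the 11 catabolic libraries. Counts were summed per transcript, and 14426 of 28190 mRNA transcripts had a mean of at least 1000 covered T positions per library. The conversion rate is the number of conversions over that of covered T positions, and it was divided by the mean rate of the same transcript and state at 0 h of the catabolic assay. Half-lives were fitted by least squares to all libraries of a state, and those with R squared over 0.6 and at most 5000 min were kept, as in the methods. No half-life was estimated where the fitted curve fell under 0.001 at the first time point after 0 h. This limit, and the restriction to mRNA transcripts, were chosen after the data had been seen. The background of conversions found without 4sU was not subtracted.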

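Over all 3′ UTRs together, the conversion rate after 15 h in 4sU was 1.42% ± 0.0635 (SD, n = 3) at D0 and 4.63% ± 0.339 (SD, n = 3) at D6. Without 4sU it was 0.171% ± 0.0329 (SD, n = 3) at D0 and 0.166% ± 0.0275 (SD, n = 3) at D6. The background thus came to 12.0% of the labeled rate at D0 and to 3.58% at D6. At the second time point of the catabolic assay the rate was 1.41% ± 0.0292 (SD, n = 3) at D0 and 4.67% ± 0.521 (SD, n = 3) at D6, which differed from 0 h by less than the spread between replicates. At the third time point it was 1.04% ± 0.0196 (SD, n = 3) at D0 and 2.27% ± 0.0235 (SD, n = 2) at D6. After 9 h it was 0.415% ± 0.0165 (SD, n = 3) at D0 and 0.883% ± 0.0627 (SD, n = 3) at D6, or 29.2% and 19.1% of the rate at 0 h. In the anabolic assay the rate at the second time point was 0.160% ± 0.0020 (SD, n = 3) at D0 and 0.226% ± 0.0139 (SD, n = 3) at D6. It rose to 0.551% ± 0.0146 (SD, n = 3) at D0 and 1.95% ± 0.344 (SD, n = 3) at D6 at the third. After 9 h it reached 1.24% ± 0.0472 (SD, n = 3) at D0 and 3.60% ± 0.586 (SD, n = 3) at D6, or 87.5% and 77.8% of the rate after 15 h.

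**Figure D1:**
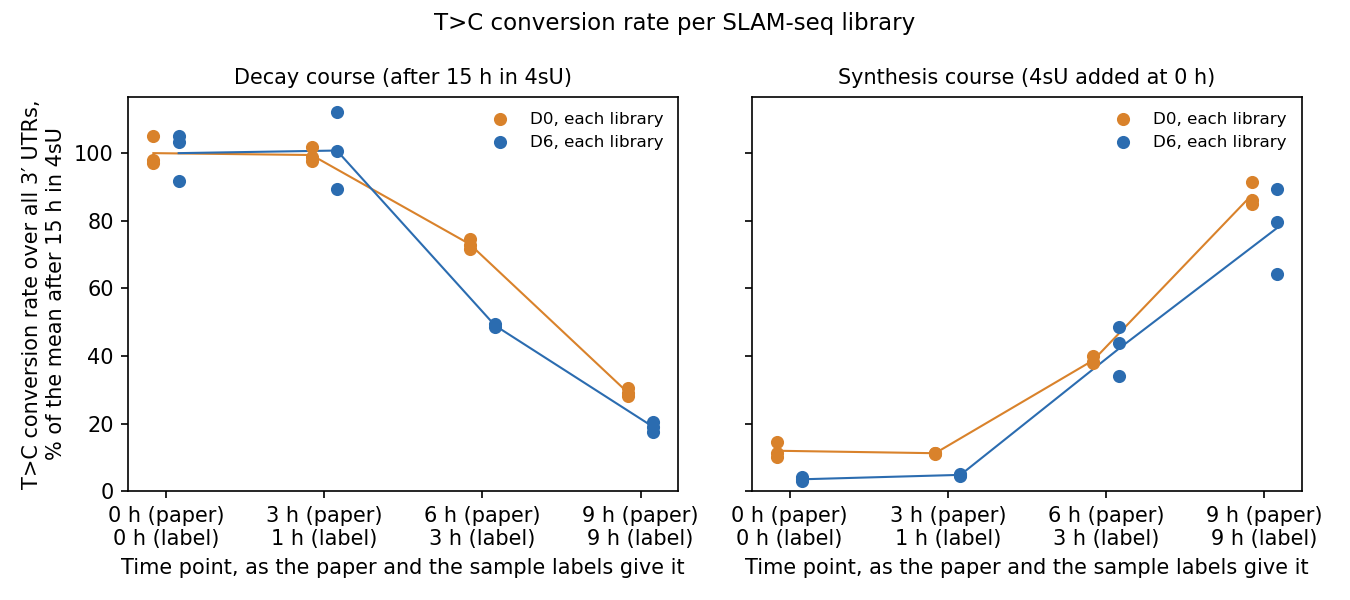
Conversion rate over all 3′ UTRs by time point, in percent of the mean rate after 15 h in 4sU of the same state, in the catabolic assay (decay) and the anabolic assay (synthesis). Each point is a library of D0 or D6, and the lines join the means. In the catabolic assay the second time point lies at the level of the first in both states, and after 9 h the rate is at 29.2% in D0 and 19.1% in D6. The background found without 4sU is not subtracted. It comes to 12.0% of the rate after 15 h at D0 and to 3.58% at D6, and so raises the share of D0 more.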

To better understand the mechanisms underlying the transcriptomic changes associated with neuronal differentiation, we measured mRNA synthesis and decay rates using thiol SH-Linked alkylation for the metabolic sequencing of RNA (SLAM-seq).^42^ No change in global mRNA synthesis rates was observed during differentiation (Figures 2A and S1A). 

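A synthesis half-life was obtained in both states for 670 transcripts of 399 genes. Its median was 393 min at D0 and 368 min at D6, and it was shorter at D6 for 53.9% of the transcripts. The mean log2 change was -0.042 (two-sided permutation test with 100000 sign flips, p = 0.035, 0.0613 after Benjamini-Hochberg adjustment over the 14 half-life comparisons). The transcripts were measured in the same libraries and are not independent replicates. Over the 30 fits that each left out 1 library, the mean change lay between -0.19 without D0 anabolic replicate 70 of the 9 h point and 0.097 without D6 anabolic replicate 52 of that point, so that single libraries set its sign. The alternative that moved it most was a free amplitude, which left 8 transcripts and gave -0.96, and the fit without a minimum of R squared gave 0.39 over 12130 transcripts. The label taken up after 9 h, relative to that after 15 h, was also compared transcript by transcript with edgeR's quasi-likelihood test on the conversion counts. It differed between D6 and D0 for 0 of 14426 transcripts at a Benjamini-Hochberg adjusted p of 0.05, and 1036 had an unadjusted p under 0.05. On simulated data with the spread between these replicates, the test recovered 0% of the transcripts given a log2 difference of 2, so that such differences were not detectable with this test. Without D6 anabolic replicate 52 of the 9 h point, 52 transcripts passed it. With DESeq2 163 transcripts passed, 28 higher and 135 lower at D6, but its share of false calls was not simulated for newly made RNA.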

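A decay half-life was obtained in both states for 628 transcripts of 381 genes. The median fell from 305 min at D0 to 244 min at D6, and 71.8% of the transcripts had a shorter half-life at D6. The mean log2 change was -0.27 (two-sided permutation test with sign flips, p = 1e-05, the smallest that 100000 permutations can give, 4.67e-05 after Benjamini-Hochberg adjustment over the 14 comparisons). Over the 23 fits that each left out 1 library, it ranged from -0.52 without D6 catabolic replicate 10 of the second time point to -0.18 without D0 catabolic replicate 25 of 0 h. Without the limit on short half-lives it was -0.31. The setting that moved it most, chosen after the data had been seen, used 0 and 9 h only, subtracted the background and set no limit on short half-lives. There the change was 0.33 in the direction of longer half-lives at D6, with medians of 142 min at D0 and 155 min at D6 over 3762 transcripts. Between single libraries, the median share of label left after 9 h was 10.7% ± 6.56 (SD, n = 3) at D0 and 5.79% ± 4.17 (SD, n = 3) at D6. This difference was not larger than the spread between replicates (two-sided exact permutation test, p = 0.3, where 3 libraries against 3 cannot go below 0.1). Over transcripts with at least 10000 covered T positions the shares were 17.5% ± 2.74 (SD, n = 3) and 12.4% ± 2.19 (SD, n = 3), a difference larger than either SD (p = 0.2 by the same exact test). With the background subtracted, the difference shrank to -1.42 percentage points (p = 0.8 by the same exact test). A test of each transcript's decay slope with edgeR's quasi-likelihood test on the conversion counts found a difference between the states for 2 of 14426 transcripts (Benjamini-Hochberg adjusted p = 0.0352), and 882 had an unadjusted p under 0.05. Of 100 splits of the libraries into groups of the same sizes, 1 gave at least 882 at that unadjusted p, the real one (largest other 697). Without D0 catabolic replicate 25 of 0 h, as without some other single libraries, 0 transcripts passed after adjustment. Both transcripts that passed with all libraries belong to Hoxb3, NM_001079869.1 and NM_010458.2, and share a 3′ UTR on chromosome 11 of mm10 from 96346400 to 96347930. Their log2 rate fell by 0.42 per hour more at D6 than at D0 (standard error 0.083). Hoxb3 had a mean of 383 covered T positions in the catabolic libraries of D0 against 138907 at D6, and 2.38% of its T positions read as C at D0 without 4sU.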

Analysis of decay rates, however, revealed a global reduction in mRNA half-life when comparing differentiated to undifferentiated cells (Figures 2B and S1B). The overall degradation of the transcriptome which might contribute to the reduced translational activity in differentiated cells is indicative of a strong post-transcriptional regulation of neuronal differentiation.

**Figure 2:**
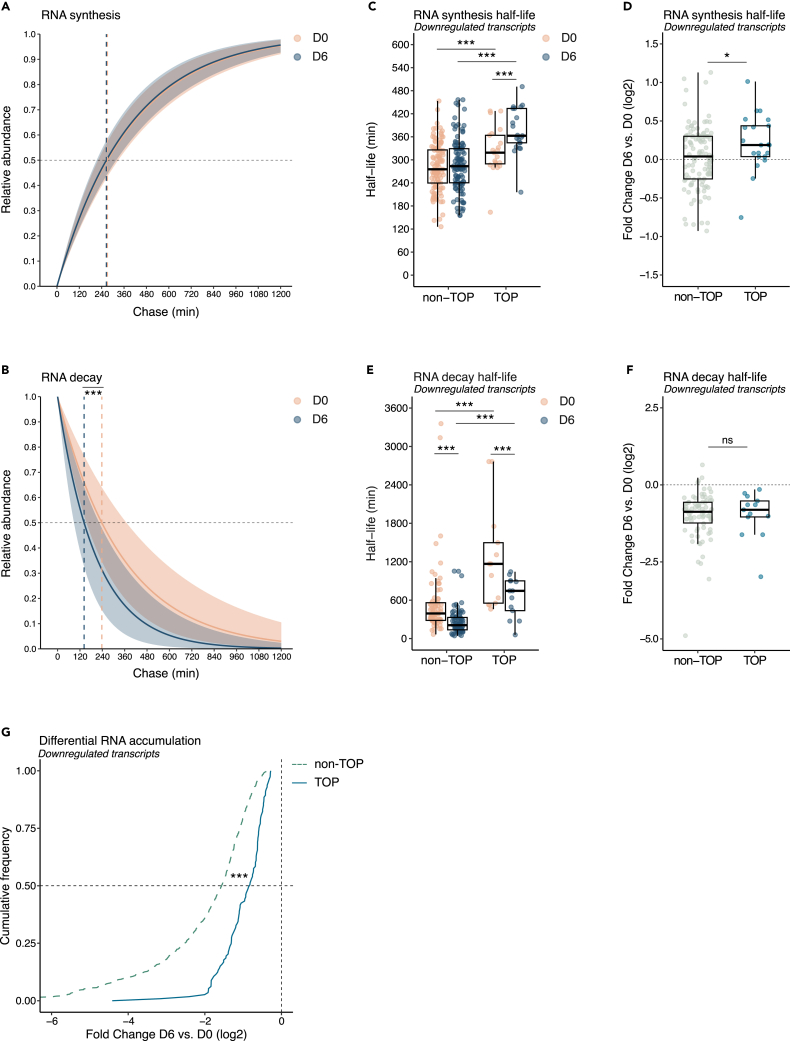
TOP transcripts remain highly stable through differentiation despite global mRNA decay (A) Plot of RNA synthesis rates for the whole transcriptome of P19 cells before differentiation (D0, orange) and after 6 days of differentiation (D6, blue). The shaded area represents the range between the first and third quartiles. Median half-lives are indicated by dashed lines. (B) Plot as in (A) for RNA decay rate. Wilcoxon signed-rank test for unpaired samples comparing D6 to D0. ∗∗∗p < 0.001. (C) Boxplot of synthesis half-life for downregulated transcripts before differentiation (D0, orange) and after 6 days of differentiation (D6, blue) split between non-TOP and TOP transcripts. Two-tailed paired Student’s *t* test comparing D6 to D0. Two-tailed, two sample Student’s *t* test comparing non-TOP to TOP transcripts. ∗∗∗p < 0.001. (D) Boxplot showing the fold change of synthesis half-life during differentiation (D6 vs. D0) for downregulated transcripts split between non-TOP and TOP transcripts. Two-tailed, two sample Student’s *t* test comparing non-TOP to TOP transcripts. ∗p < 0.05. (E) Boxplot as in (C) for decay half-life. Wilcoxon signed-rank test for paired samples comparing D6 to D0. Wilcoxon signed-rank test for unpaired samples comparing non-TOP to TOP transcripts. ∗∗∗p < 0.001. (F) Boxplot as in (D) for decay half-life. Wilcoxon signed-rank test for unpaired samples comparing non-TOP to TOP transcripts. ns, non-significant. (G) Cumulative frequency plot comparing non-TOP (dashed line, green) and TOP (solid line, blue) downregulated transcripts according to their differential accumulation before (D0) and after P19 differentiation (D6). Kolmogorov-Smirnov test, two-sided, comparing non-TOP to TOP transcripts. ∗∗∗p < 0.001. For all plots, n = 3 biological replicates. For boxplots, each dot represents one transcript, the center values show the means, the boxes indicate the first and third quartiles and the bars indicate the 10^th^ and 90^th^ percentiles. See also Figure S1.

We next inspected the metabolism of TOP mRNAs by comparing them to other downregulated transcripts to understand the specificity of their downregulation during neuronal specification. At D0, TOP transcripts showed significantly lower synthesis rates compared to other downregulated transcripts (Figure 2C). 

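The downregulated genes and the 92 TOP names of Table S3 were matched by symbol. Of the transcripts tested, 59 belonged to 43 downregulated TOP genes and 1025 to other downregulated genes. A synthesis half-life was obtained in both states for 5 TOP and 61 non-TOP transcripts. At D0 the median was 619 min for TOP and 437 min for non-TOP transcripts. The paper reads a longer half-life as slower synthesis. Each rate was divided by the same transcript's rate after 15 h, however. If the level of a transcript is constant, this share depends on its decay alone, and the half-life does not measure synthesis. Where the level changes, slow decay and slow synthesis could not be told apart here. The mean log2 half-life was higher by 0.50 for TOP transcripts (two-sided exact permutation test, p = 0.0342, 0.0613 after Benjamini-Hochberg adjustment over the 14 comparisons). Fitted to 0 and 9 h only, the difference was 0.17 over 23 TOP and 173 non-TOP transcripts (two-sided permutation test, p = 0.247). At D6 the medians were 630 and 429 min, a difference in mean log2 half-life of 0.42 (two-sided exact permutation test, p = 0.0863, adjusted p = 0.134). Fitted to 0 and 9 h only, the difference at D6 was 0.70 over 23 TOP and 173 non-TOP transcripts (two-sided permutation test, p = 5e-05). Over the 9 alternatives set before the data were examined, it lay between 0.13 with the background subtracted and 0.93 with the hours of the sample labels.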

During differentiation, their transcription was further repressed, whereas that of other downregulated transcripts was maintained (Figures 2C and 2D). 

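Between D0 and D6, the log2 synthesis half-life of the 5 TOP transcripts changed by a mean of -0.088 (two-sided exact sign-flip permutation test, p = 0.938, where 5 transcripts cannot go below 0.0625). That of the 61 non-TOP transcripts changed by -0.0032 (two-sided permutation test, p = 0.956). The difference between the sets was -0.085 (two-sided exact permutation test, p = 0.687). Both direction and call depended on the fit and on the hours. With those of the sample labels, the change was 0.55 for 23 TOP transcripts (two-sided permutation test, p = 0.0006) and -0.068 for 230 non-TOP transcripts (p = 0.146 by the same permutation test), a difference of 0.62 (p = 0.00011 by permutation). For 0 and 9 h only, hours that the paper and the labels share, the difference was 0.54 (two-sided permutation test, p = 0.0115). With the paper's hours and no minimum of R squared, the TOP change was 0.71 and the non-TOP change 0.18. Fitted to the mean of each time point, they were 0.40 and 0.070. With the background subtracted they were -0.40 and -0.068.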

The specific repression of TOP mRNA transcription was associated with a downregulation of MYC transcriptional signature (Figure S1C and Table S4).

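With the paper's hours, R squared exceeded 0.6 in the decay fits of 0 downregulated TOP transcripts at D0 and of 4 at D6, so that no change could be computed for them. The decay of TOP transcripts is therefore given for 0 and 9 h only, where 13 TOP and 369 non-TOP transcripts had a half-life in both states. The median of the TOP transcripts fell from 678 to 332 min, and 92.3% of them had a shorter half-life at D6. Their mean log2 change was -0.77 (two-sided permutation test, p = 0.00049, 0.00114 after Benjamini-Hochberg adjustment over the 14 comparisons). The 13 transcripts belong to 10 genes, some share counts through overlapping 3′ UTRs, and they are not independent replicates. With 1 transcript per set of overlapping 3′ UTRs, a setting chosen after seeing the data, 8 TOP transcripts had a mean change of -0.75 (two-sided exact sign-flip permutation test, p = 0.0156). For the non-TOP transcripts the median fell from 236 to 180 min, with a mean log2 change of -0.47. The TOP transcripts thus changed by -0.30 relative to the non-TOP transcripts, which did not pass the test (two-sided permutation test, p = 0.0986, adjusted p = 0.138). With the hours of the sample labels this difference turned to 0.18 over 5 TOP and 149 non-TOP transcripts (two-sided permutation test, p = 0.574). With all the paper's hours, 56 non-TOP transcripts had a half-life, which fell from a median of 379 to 233 min and was shorter at D6 for 92.9% of them (mean log2 change -0.67). Outside this set, Larp1 (NM_028451.1, 3′ UTR on chromosome 11 of mm10 from 58058766 to 58062034) had a decay half-life of 372 min (standard error 98.2, R squared 0.614) at D0. At D6 it was 284 min (standard error 99.0), under the minimum with an R squared of 0.590. From 0 and 9 h only, its half-life went the other way, from 151 min (standard error 91.6, R squared 0.841) at D0 to 187 min (standard error 28.4, R squared 0.978) at D6, which differ by less than their errors.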

Analysis of decay rates showed that TOP mRNAs degrade faster during differentiation with an acceleration equivalent to that of other downregulated transcripts (Figures 2E and 2F). However, their stability, already high at D0 (∼20 h), remains relatively high at D6 when compared to other transcripts (2X) (Figure 2E). 

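The mean decay half-life, from 0 and 9 h, was 10.7 h (645 min) for the TOP and 306 min for the non-TOP transcripts at D0, over the 13 of 59 TOP transcripts that met the criteria. The difference in mean log2 half-life was 1.04 (two-sided permutation test, p = 3e-05, 0.000105 after Benjamini-Hochberg adjustment over the 14 comparisons). At D6 the means were 357 and 206 min, a ratio of 1.73 and a log2 difference of 0.74 (two-sided permutation test, p = 4e-05, adjusted p = 0.000112). Some of these transcripts share counts through overlapping 3′ UTRs. With 1 transcript per set of overlapping 3′ UTRs, chosen after seeing the data, 8 TOP and 260 non-TOP transcripts were left. The differences were then 0.89 at D0 (two-sided permutation test, p = 0.0023) and 0.64 at D6 (p = 0.00466 by the same permutation test). From 0 and 9 h without a minimum of R squared, a setting chosen after seeing the data, 39 TOP transcripts had means of 1057 min at D0 and 619 min at D6. Those of 793 non-TOP transcripts were 422 and 302 min. Without a minimum of R squared and with the paper's hours, the TOP mean was 24.3 h at D0. The difference at D6 was then 0.33 over 35 TOP and 703 non-TOP transcripts (two-sided permutation test, p = 0.0603). Rpl4 (NM_024212.4, 3′ UTR on chromosome 9 of mm10 from 64178445 to 64178562) had a half-life of 976 min (standard error 91.6) at D0 and 591 min (standard error 100.1) at D6. Its conversion rate was 1.29% ± 0.0715 (SD, n = 3) at 0 h and 0.877% ± 0.0485 (SD, n = 3) at 9 h in D0, and 4.42% ± 0.252 (SD, n = 3) and 2.35% ± 0.641 (SD, n = 3) in D6. Rpl26 (NM_009080.2, chromosome 11, 68904494 to 68904534) had half-lives of 998 min (standard error 81.4) at D0 and 639.8 min (standard error 108) at D6. The shortest at D6 were those of Eif4b (NM_145625.3, chromosome 15, 102095334 to 102097173), at 121 min (standard error 165), and Eif3a (NM_010123.3, chromosome 19, 60761116 to 60762080), at 124 min (standard error 55.2). Half-lives over 9 h lie beyond the last time point, and the files count 0 reads as multimapped, so that reads shared with processed pseudogenes could not be examined. From the longer half-lives of TOP transcripts in both states, the paper states that their stability stays relatively high during differentiation.

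**Figure D2:**
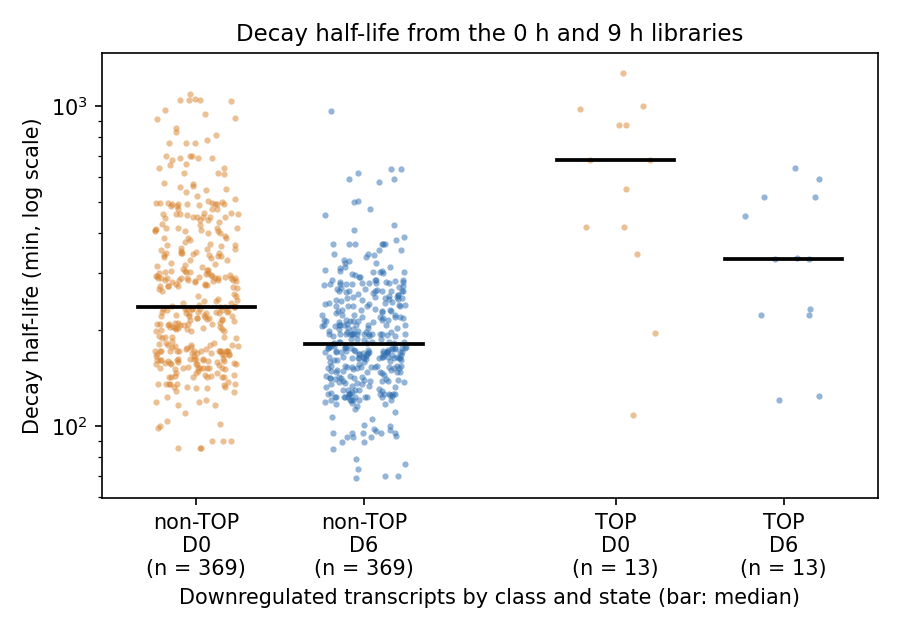
Decay half-life in min (log scale) of 13 TOP and 369 non-TOP downregulated transcripts at D0 and D6, fitted to the libraries of 0 and 9 h. Each point is a transcript and the bars are medians, 678 and 236 min at D0 and 332 and 180 min at D6.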

The absolute stability of TOP mRNAs over differentiation might thus limit the extent of their downregulation associated with their transcriptional repression. Consistently, the downregulation of TOP transcript was less pronounced than that of non-TOP mRNAs (Figure 2G). Taken together, these results suggest that undifferentiated cells are responsible for producing a pool of TOP transcripts. As the cells differentiate, the transcription of TOP mRNAs is specifically repressed, but their absolute stability allows them to remain in relatively high abundance throughout differentiation when compared to other downregulated transcripts with a higher turnover.

### TOP transcripts show specific poly(A) tail-length processing during differentiation

Given TOP mRNA transcriptional repression and high stability through differentiation, we hypothesized that their metabolism might be particularly sensitive to post-transcriptional regulation. Changes to the poly(A) tail length are one of the major post-transcriptional modifications controlling mRNA fate.^20^ To profile the poly(A) tail length dynamic of cells prior to, and during neuronal differentiation we used Oxford Nanopore Technologies (ONT) long-read sequencing.^43^ Based on the poly(A) tail length distribution, the transcriptome of stem cells showed two main populations of mRNAs. While most transcripts had poly(A) tails ∼60-nt long, a significant proportion had extended tails reaching ∼120-nts or more (Figure S2A). Interestingly, the population of downregulated transcripts showed the most dramatic changes in poly(A) tail profiles with tails accumulating with lengths around 60-nts and below 30-nts during differentiation (Figures 3A, S2B, and S2C).

**Figure 3:**
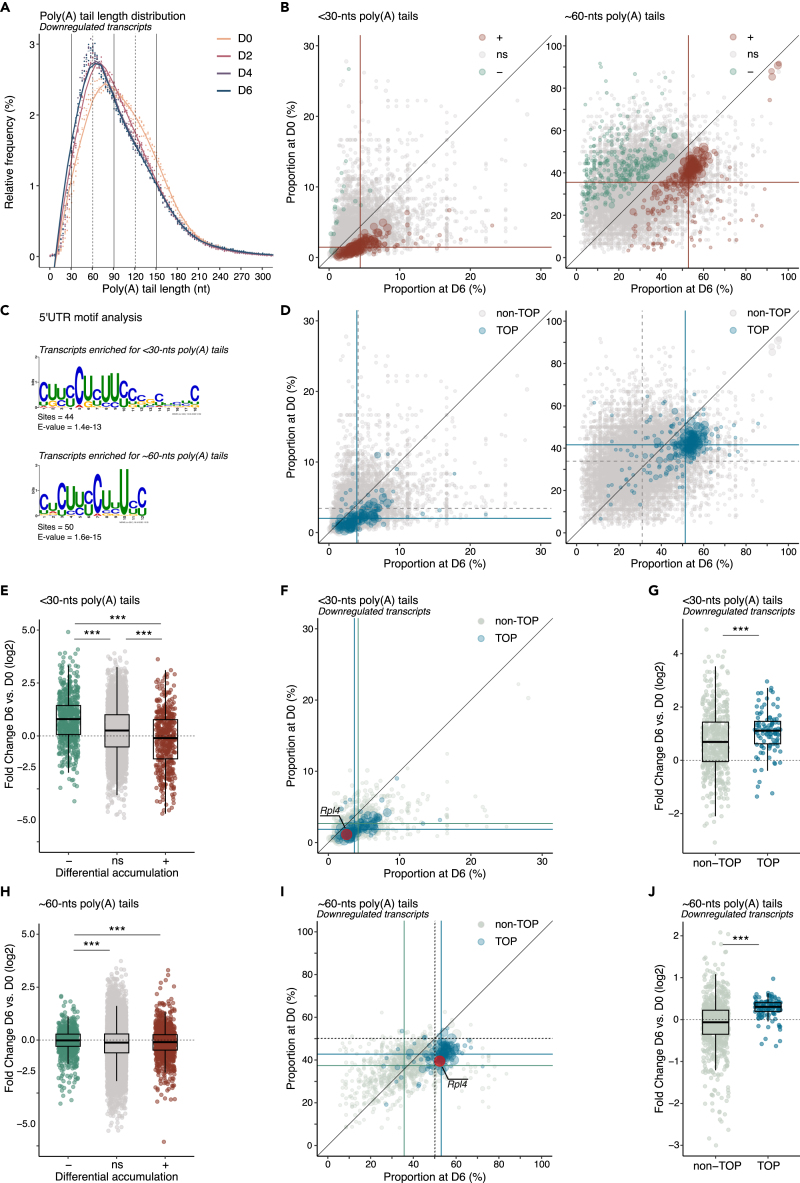
TOP transcripts show specific poly(A) tail length processing during differentiation (A) Relative frequency plot of poly(A) tail length for downregulated transcripts before differentiation (D0, orange) and at day 2 (D2, pink), 4 (D4, purple), and 6 (D6, blue) of differentiation. Dots indicate values for individual replicates and the bars indicate the relative mean frequency for each poly(A) tail length. (B) Scatterplot showing for each transcript the proportion of mRNA molecules with <30 (left panel) or ∼60 (right panel) nucleotide (nt) long poly(A) tails before differentiation (D0) and after 6 days (D6) of differentiation. Transcripts significantly decreasing (−) or increasing (+) their accumulation with <30-nt or ∼60-nt long tails during differentiation are shown in green or brown, respectively. Student’s *t* test, two-tailed comparing D6 to D0. Significance threshold p < 0.05. ns: non-significant. (C) Consensus sequences for the most enriched motif within the 5′UTR of transcripts accumulating with <30- or ∼60-nt long tails during differentiation (from D0 to D6). E-values represent the log likelihood ratio (LLR) of the occurrences of the motif corrected for multiple testing. (D) Scatterplot shown in (B) with TOP transcripts highlighted in blue. (E) Boxplot showing the fold change in the proportion of transcripts with <30-nt long tails during differentiation (from D0 to D6). Individual transcripts are grouped according to their differential accumulation (D6 vs. D0; -, downregulated; ns, no significant changes; +, upregulated). Games-Howell analysis of unequal variance. ∗∗∗p < 0.001. (F) Scatterplot of downregulated transcripts shown in (D, left), with non-TOP and TOP mRNAs indicated in light green and blue, respectively. The TOP mRNA *Rpl4* (contig ENSMUST00000034966) is highlighted in pink. (G) Boxplot as in (E) for downregulated transcripts split between non-TOP and TOP transcripts. Wilcoxon signed-rank test for unpaired samples comparing non-TOP to TOP transcripts. ∗∗∗p < 0.001. (H) Boxplot as in (E) showing the fold change in the proportion of transcripts with ∼60-nt long tails during differentiation (from D0 to D6). Krustal-Wallis test using the Bonferroni correction for multiple testing. ∗∗∗p < 0.001. (I) Scatterplot of downregulated transcripts shown in (D, right), with non-TOP and TOP mRNAs indicated in light green and blue, respectively. The TOP mRNA *Rpl4* (contig ENSMUST00000034966) is highlighted in pink. (J) Boxplot as in (H) for downregulated transcripts split between non-TOP and TOP transcripts. Wilcoxon signed-rank test for unpaired samples comparing non-TOP to TOP transcripts. ∗∗∗p < 0.001. For all plots, n = 3 biological replicates. For scatterplots, each dot represents an individual transcript. The size of each dot is proportional to the average of the transcript relative frequency at D0 and D6. The medians of both variables are indicated by lines for each population of transcripts. The identity line is shown for reference. For boxplots, each dot represents one transcript, the center values show the medians, the boxes indicate the first and third quartiles and the bars the 10^th^ and 90^th^ percentiles. See also Figure S2, Tables S5, and S6.

To define the nature of the mRNAs associated with this dynamic, we quantified for each transcript the percentage of reads with poly(A) tails ∼60-nt and <30-nt long in both undifferentiated (D0) and differentiated cells (D6). We identified ∼220 annotated transcripts significantly accumulating with tails ∼60-nt long and ∼160 significantly accumulating with tails shorter than 30-nts after differentiation (Figure 3B). To gain insights into the pathways controlling the differential poly(A) tail dynamic of these transcripts, we searched for common regulatory sequences in their untranslated regions. A MEME analysis revealed an enrichment for the TOP motif in the 5′UTR of transcripts accumulating with ∼60-nt and <30-nt long tails, while an expected enrichment for the poly(A) signal was detected in the 3′UTR of these transcripts (Figure 3C and Table S5). Consistently, transcripts showing changes in poly(A) tail length were enriched for TOP mRNAs (Figures 3D, S2D, S2E, and Table S6), and overrepresented in ontologies related to translational processes (Table S7).

We then asked whether the poly(A) tail dynamic was strictly specific to TOP mRNAs, or common to other downregulated transcripts. We found that the accumulation of transcripts with tails shorter than 30-nts was common to all downregulated transcripts (Figure 3E), with TOP mRNAs showing the highest accumulation (Figures 3F, 3G, S2F, and S2G). In contrast, the accumulation of downregulated transcripts with tails ∼60-nt long was driven exclusively by TOP transcripts (Figures 3H–3J, S2F, and S2G). Taken together, these findings demonstrate the unique poly(A) tail length processing of TOP transcripts during neuronal differentiation.

### The poly(A) tail dynamic of TOP mRNAs is associated with their absolute stability and translational activation during neuronal differentiation

We next sought to determine whether the differential poly(A) dynamic of TOP mRNAs revealed specific changes to their metabolism during differentiation. Poly(A) tail shortening below 30-nts is associated with transcript decay.^24^ Globally, the transcriptome of differentiating cells behaves accordingly; accumulation of tails <30-nt long correlates with reduced half-life throughout differentiation (Figure S3A). However, a closer inspection of the downregulated transcripts shows a deviation from this pattern. Although TOP transcripts accumulate with <30-nt long tails in a higher proportion than other downregulated transcripts (Figure 3G), this was not associated with differential changes in relative stability during differentiation (Figure 2F). Instead, we observed that the absolute stability characteristic of TOP mRNAs is associated to their increased accumulation with <30-nt long tails during differentiation (Figure 4A). Together these results show that unlike the rest of the transcriptome, the <30-nts accumulation of TOP mRNAs during differentiation is not only related to their decay but also reflects their higher absolute stability.

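The difference between TOP and non-TOP transcripts in how far the decay half-life changed between D0 and D6 depended on the fit. With the paper's hours and no minimum of R squared, it was -0.81 on the log2 scale over 35 TOP and 703 non-TOP transcripts (two-sided permutation test, p = 9e-05), toward a larger shortening of TOP transcripts. Fitted to the mean of each time point, it was -1.11 over 17 TOP and 216 non-TOP transcripts (two-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give). With the hours of the sample labels it turned to 0.18, toward a smaller shortening of TOP transcripts, and did not pass (two-sided permutation test, p = 0.574). Over the 12 fits to 0 and 9 h that each left out 1 library, it lay between -0.65 and -0.15. It passed p = 0.05 only without D0 catabolic replicate 26 of 0 h (two-sided permutation test, p = 6e-05).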

**Figure 4:**
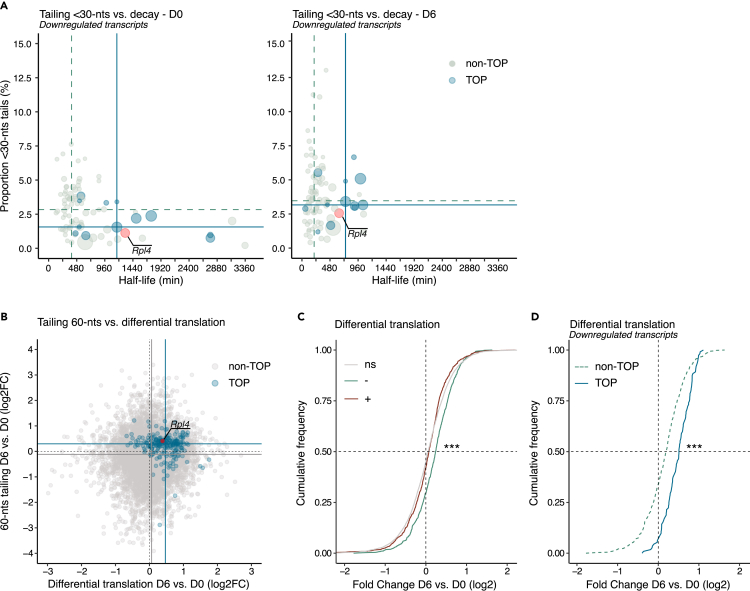
The poly(A) tail dynamic of TOP mRNAs is associated with their absolute stability and translational activation during neuronal differentiation (A) Scatterplot comparing the proportion of <30-nucleotide (nt) long poly(A) tails and decay half-life for downregulated transcripts before (D0; left) and after differentiation (D6; right). TOP and non-TOP transcripts are indicated in blue and light green, respectively. The TOP mRNA *Rpl4* (contig ENSMUST00000034966) is highlighted in pink. The size of each dot is proportional to the average of the transcript relative frequency at D0 and D6. (B) Scatterplot comparing changes in the proportion of ∼60-nt long poly(A) tails and the differential translation of transcripts during differentiation (from D0 to D6). TOP transcripts are indicated in blue. The TOP mRNA *Rpl4* (contig ENSMUST00000034966) is highlighted in pink. For both scatterplots, each dot represents an individual transcript. The medians of both variables are indicated by lines for each population of transcripts. (C) Cumulative frequency plots of relative translational change before (D0) and after differentiation (D6). The transcripts are grouped according to their differential RNA accumulation (D6 vs. D0; -, downregulated; ns, no significant changes; +, upregulated). Kolmogorov-Smirnov test, two-sided, comparing downregulated to transcripts showing no significant changes in accumulation. ∗∗∗p < 0.001. (D) Cumulative frequency plots as in (C) for downregulated transcripts split between non-TOP (dashed line, green) and TOP transcripts (solid line, blue). Kolmogorov-Smirnov test, two-sided, comparing non-TOP to TOP transcripts. ∗∗∗p < 0.001. For all plots, n = 3 biological replicates. See also Figure S3.

We next sought to determine whether the accumulation of transcripts with tails ∼60-nt long was associated with translational activation of mRNAs in our system. To this end, we performed Ribo-seq before differentiation (D0) and after 6 days of differentiation (D6). The Ribo-seq protocol consists in the generation of libraries from mRNA fragments protected by the ribosome under different conditions which provide direct evidence of ribosome and mRNA engagement. A whole transcriptome analysis showed that mRNAs accumulating with tails ∼60-nt long during differentiation had increased translational activation as observed in other systems^26^^,^^27^^,^^28^ (Figure S3B). Similarly, TOP transcripts clustered with both a high proportion of 60-nt long tails and increased translational activity after neuronal differentiation (Figure 4B). The cumulative distribution of translational change between undifferentiated and differentiating conditions showed higher translational activation of downregulated mRNAs compared to upregulated and unchanged mRNAs (Figure 4C). Among downregulated transcripts, the population of TOP mRNAs showed the most pronounced changes in translational activity (Figure 4D). Of note, although the translational activity of TOP transcripts increases as cells differentiate, we did not observe any upregulation of gene ontology categories associated with translation in the differentiated cells, suggesting mostly a post-transcriptional activation of the translational machinery (Table S2). Moreover, the translational changes during differentiation were associated with the translational signatures of mTOR and LARP1, two known regulators of TOP transcripts translation (Figure S3C and Table S8). Altogether, these results show that the unique poly(A) tail profile of TOP mRNAs is associated with their absolute stability and translational activation as the cells progress through differentiation.

### mTOR and LARP1 regulation partially recapitulates the poly(A) dynamic of TOP mRNAs during neuronal differentiation

To better understand the mechanisms regulating the dynamic of TOP mRNA poly(A) tails during differentiation, we analyzed the accumulation of tails ∼60-nt and <30-nt long after 2 days of differentiation. While most TOP mRNAs already showed accumulation with tails ∼60-nt long, we observed no accumulation of transcripts with tails <30-nt long at this time point (Figures 5A and 5B). This supports a model in which the accumulation of TOP mRNAs with ∼60-nt long tails is initially driven by an acceleration of their transition from 120- to 60-nts, while tails are protected from further shortening below 30-nts.

**Figure 5:**
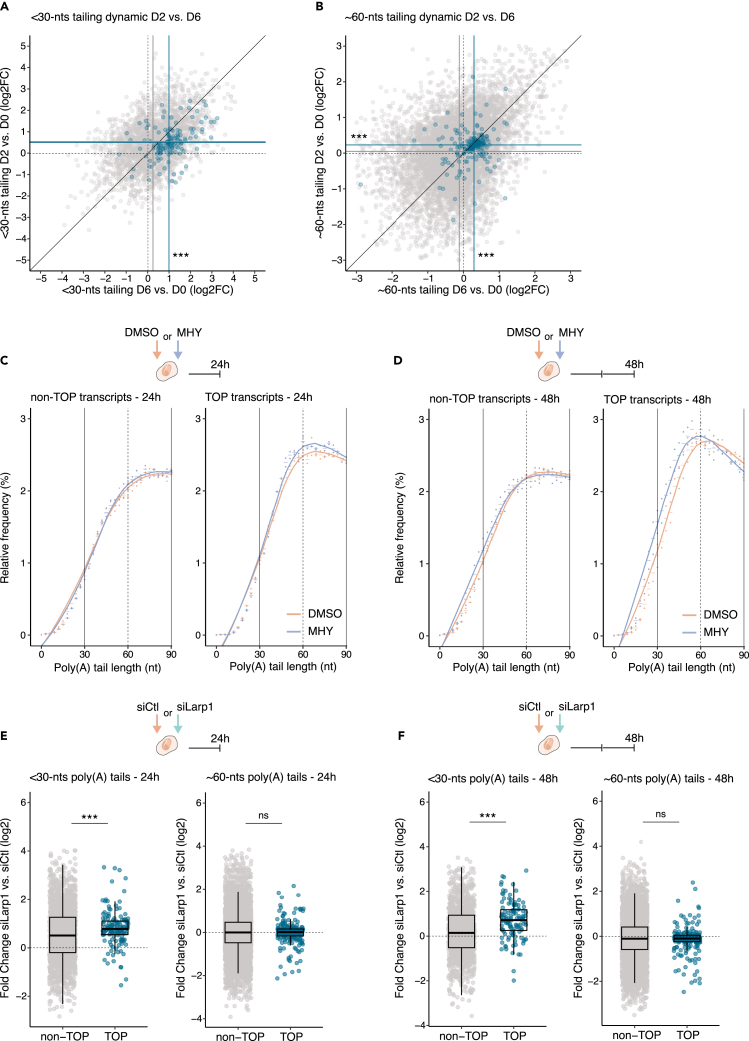
LARP1 and mTOR regulation partially recapitulates the poly(A) dynamic of TOP mRNAs during neuronal differentiation (A) Scatterplot comparing the change in proportion of <30-nucleotide (nt) long poly(A) tails after 2 days (D2) or 6 days of differentiation (D6). Transcripts encoding TOP mRNAs are indicated in blue. n = 3 biological replicates. Wilcoxon signed-rank test for unpaired samples comparing non-TOP to TOP transcripts at D2 or D6. ∗∗∗p < 0.001. (B) Scatterplot as in (A) comparing the change in proportion of ∼60-nt long poly(A) tails. n = 3 biological replicates. Wilcoxon signed-rank test for unpaired samples comparing non-TOP to TOP transcripts at D2 or D6. ∗∗∗p < 0.001. For both scatterplots, data are representative of three biological replicates per condition. Each dot represents an individual transcript. The medians of both variables are indicated by lines for each population of transcripts. (C) Relative frequency plot of poly(A) tail length for the non-TOP (left) and TOP (right) transcripts after 24 h of exposure to DMSO (orange) or MHY1485 (MHY, blue). n = 2 biological replicates. Dots indicate values for individual replicates and bars indicates the relative mean frequency for each poly(A) tail length. (D) Relative frequency plot as in (C) after 48 h of exposure to DMSO (orange) or MHY1485 (MHY, blue). n = 2 biological replicates. (E) Boxplot showing the fold change in the proportion of tails <30-nt (left) and ∼60-nt (right) long 24 h after transfection with siCtl or siLarp1. TOP mRNAs are compared to non-TOP mRNAs. n = 3 biological replicates. Wilcoxon signed-rank test for unpaired samples comparing non-TOP to TOP transcripts. ∗∗∗p < 0.001. ns, non significant. (F) Boxplot as in (E) 48 h after transfection. n = 2 biological replicates. Wilcoxon signed-rank test for unpaired samples comparing non-TOP to TOP transcripts. ∗∗∗p < 0.001. ns, non significant. For all boxplots, each dot represents an individual transcript, the center values show the medians, the boxes indicate the first and third quartiles and the bars the 10^th^ and 90^th^ percentiles. See also Figures S4 and S5.

The mTOR pathway is known to preferentially regulate the translation of TOP mRNAs. This preference is mediated by LARP1 which binds the TOP mRNAs to act as a translational switch in response to mTOR.^11^^,^^13^ More recently, LARP1 was proposed to also shape the tails of TOP mRNAs by protecting them from deadenylation.^16^^,^^17^^,^^18^^,^^19^ Given the correlation between TOP mRNAs translational activation and their accumulation with poly(A) tails ∼60-nt long, we speculated that mTOR and LARP1 control the poly(A) tail dynamic of TOP transcripts in our system. To investigate this possibility, we first activated the mTOR pathway in undifferentiated cells using the agonist MHY1485. Western blot analysis of ribosomal protein S6 phosphorylation confirmed an increase in the mTOR activity after 24 and 48 h of exposure (Figure S4A). We then used direct RNA sequencing to profile poly(A) tail changes associated with mTOR activation. At 24 h, MHY1485 treatment induces the specific accumulation of TOP transcripts with ∼60-nt long tails, while the proportion of tails <30-nt long was initially reduced (Figures 5C, S4B, and S4D). By 48 h, the fraction of TOP mRNAs with tails ∼60-nt long was no different between control and treated cells, but the proportion of transcripts with poly(A) tails shorter than ∼30-nts increased significantly (Figures 5D, S4C, and S4E). These results show that in undifferentiated cells, mTOR activation is sufficient to recapitulate the transition of TOP mRNAs from ∼120-nt to ∼60-nt long tails, followed by their accumulation with tails shorter than 30-nts.

To understand the contribution of LARP1 to the differential poly(A) tail dynamic of TOP mRNAs, we used short interfering RNA (siRNA) to knock down *Larp1* for 24 and 48 h in undifferentiated cells. The reduction in LARP1 protein levels was confirmed by Western blot (Figure S5A); and no noticeable effects were observed on cell number or morphology (Figure S5B). Direct RNA sequencing after 24 h showed that the whole transcriptome of LARP1-depleted cells accumulated with tails <30-nt long when compared to control cells (Figures 5E and S5C). Interestingly, while TOP transcripts showed higher accumulation with <30-nt long tails compared to the rest of the transcriptome by 24 h, they were the only ones that still accumulated with <30-nt long tails after 48 h (Figures 5F and S5D). These results show that in undifferentiated cells, LARP1 prevents the widespread shortening of tails from ∼60-nts to under 30-nts. By conferring additional protection to TOP mRNAs, LARP1 may actively contribute to their accumulation with ∼60-nt long poly(A) tails, while the activation of mTOR accelerates their transition from ∼120-nt to ∼60-nt long tails. Altogether, our findings show that mTOR and LARP1 can partially recapitulate the specific poly(A) tail processing of TOP mRNAs observed during differentiation.

### The timely processing of TOP mRNA poly(A) tails is associated with the expansion of neuronal progenitors

Finally, we sought to determine the functional significance of poly(A) tail processing on cell proliferation and differentiation. To this end, we artificially induced in undifferentiated cells the poly(A) tail dynamic observed during differentiation by activating the mTOR pathway with MHY1485. After 48 h of MHY1485 treatment, we observed enlarged autophagosomes characteristic of the inhibitory effect of MHY1485 on autophagy (Figure S6A). However, the treated undifferentiated cells showed no other morphological changes characteristic of neuronal differentiation when compared to control cells exposed to DMSO (Figure S6A). Furthermore, the neuronal differentiation marker *Map2* was not differentially expressed in response to MHY1485 (Figure S6B). These results indicate that the dynamic regulation of TOP mRNA poly(A) tails alone is not sufficient to trigger cell differentiation. In addition, premature poly(A) tail processing of TOP transcripts did not prevent cell differentiation in the presence of retinoic acid (Figure 6A). In fact, the induction of the differentiation marker *Map2* is even higher for cells differentiated in the presence of MHY1485 than for control cells (Figure 6B), suggesting a premature entry into differentiation. Consistently, MHY1485 treatment significantly reduced the proliferation of undifferentiated cells and, to a lower extent, the proliferation of D2 differentiating cells (Figure 6C). Together, our results support the notion that the timely processing of TOP mRNA poly(A) tails indirectly regulates neuronal differentiation by maintaining the pool of progenitor cells, which ultimately define the number of differentiated neurons.

**Figure 6:**
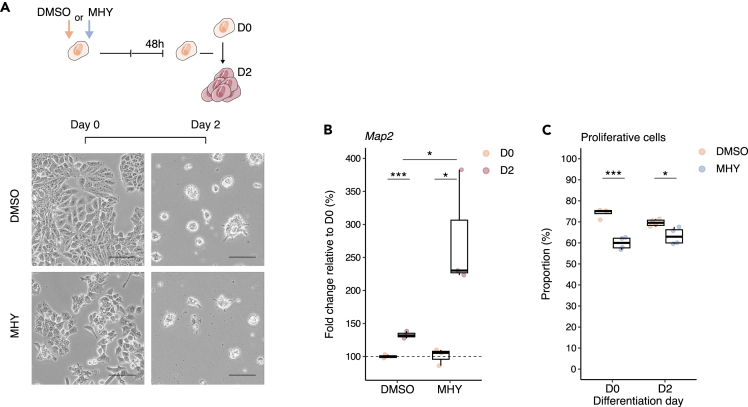
The timely processing of TOP mRNA poly(A) tails is associated with the expansion of neuronal progenitors (A) Representative micrographs of P19 cells treated with DMSO or MHY1485 (MHY), before differentiation (D0) and after two days of differentiation (D2). Scale bars: 100 μm. Schematic adaptation of “Neural cells” (composition and colors) from Servier Medical Art by Servier, licensed under a Creative Commons Attribution 3.0 Unported License (https://creativecommons.org/licenses/by/3.0/). (B) Boxplot of the relative accumulation of *Map2* transcripts before differentiation (D0) and after two days of differentiation (D2) in the presence of DMSO or MHY1485 (MHY). n = 3 biological replicates. Data are expressed relative to the D0 condition. Two-tailed, two sample Student’s *t* test, comparing D0 to D2 or DMSO to MHY1485. ∗p < 0.05; ∗∗∗p < 0.001. (C) Boxplot showing the proportion of proliferating cells before (D0) and after (D2) differentiation in the presence of DMSO or MHY148 (MHY). n = 6 biological replicates. Games-Howell analysis of unequal variance comparing D0 to D2 or DMSO to MHY1485. ∗p < 0.05; ∗∗∗p < 0.001. For all both boxplots, each dot represents individual replicate, the center values show the medians, the boxes indicate the first and third quartiles and the bars the 10^th^ and 90^th^ percentiles. See also Figure S6.

## Discussion

Stem cell differentiation is associated with global changes in protein synthesis.^1^ TOP transcripts expression supports the translational program of differentiating cells by providing the resources to create functional ribosomes. Mutations to genes encoding TOP transcripts lead to adverse phenotypes known as ribosomopathies which impact various stem cell compartments, including neuronal progenitors.^7^ In addition, patients with ribosomopathies show susceptibility to cancer, supporting the association between translational dysregulation and differentiation defects.^8^ Here, we showed that a specific poly(A) tail-length processing uncovers the stability and translational activation of TOP mRNAs during neuronal differentiation.

Poly(A) tail length processing is tightly linked to the stability and translational activation of transcripts.^20^ However, under steady-state conditions, transcripts with vastly different half-lives and translational efficiencies have similar poly(A) tail lengths.^25^^,^^35^ An association between poly(A) tail length and translational activity has only been observed in systems where transcription is paused, and mRNAs are particularly stable. This is the case, for example, of early embryogenesis where translational activation correlates positively with poly(A) tail length^26^ or spermiogenesis where transcripts become translationally active only when their poly(A) tails shorten from ∼150-nts to ∼60-nts.^27^^,^^28^ In our study, we measured poly(A) tail-length dynamics in a model system of early neuronal differentiation. The analysis of successive differentiation stages for mRNA synthesis, decay and translational activity at the transcriptome-wide level allowed us to uncover how the specific poly(A) tail processing of TOP mRNAs is linked to their stability and translational activation during neurogenesis. Our system resembles post-transcriptional regulation in spermatids where transcripts become translationally active as they accumulate with ∼60-nt long tails.

TOP mRNA metabolism has been extensively studied in contexts other than mammalian cell differentiation.^35^^,^^44^^,^^45^^,^^46^ In the late 1980s, a study in *Xenopus laevis* already proposed mRNA stability as a layer of RP regulation.^47^ Our cell system allowed us to investigate the role of TOP mRNA stability during the process of neuronal differentiation. As the cells differentiate, we observed a global acceleration of decay affecting both TOP and non-TOP transcripts. However, TOP mRNAs are highly stable before and throughout differentiation compared to the rest of the transcriptome. Consequently, the downregulation of TOP mRNAs is relatively subtle compared to other downregulated transcripts with a faster turn-over. Thus, given that the average half-life of the TOP transcripts is ∼20 h for undifferentiated cells, a significant fraction of TOP transcripts synthesized before the onset of differentiation is still present as cells differentiate.

Poly(A) tail shortening is a mandatory step for mRNA decay.^24^ However, the importance of poly(A) tail processing in defining TOP mRNA stability has only been recognized recently.^16^^,^^17^^,^^18^^,^^19^ mRNA degradation relies on the sequential activity of 3′ deadenylases. Newly transcribed mRNAs have poly(A) tails ∼250-nt long coated by multiple PABPs which are progressively peeled off as the PAN2/3 deadenylase complex shortens the poly(A) tail.^48^ Once tails reach ∼110-nts, PAN2/3 are less efficient and the deadenylation is continued by the CNOT complex to ultimately shorten the tails down to ∼30-nts, after which the mRNA is rapidly degraded.^48^^,^^49^ In this study, we found that the accumulation of transcripts with tails <30-nt long correlates with decay acceleration. However, TOP mRNAs deviate from this general pattern. Although TOP mRNA decay rates are comparable to other downregulated transcripts during differentiation, they accumulate with <30-nt long tails in a higher proportion. Similar observations have been reported in *C. elegans*, where abundant mRNAs remain stable in a short-poly(A)-tailed state.^50^

Several studies have shown that TOP mRNA stability relies on LARP1.^13^^,^^15^^,^^16^^,^^17^^,^^18^^,^^19^ Our investigations further support previous observations, highlighting the association between LARP1’s role in poly(A) tail processing and transcript stability. We found that in progenitor cells, LARP1 prevents the whole transcriptome from deadenylation and provides additional protection to TOP mRNA poly(A) tails. How LARP1 shapes TOP mRNA poly(A) tail is an active area of research. An initial study proposed a role for LARP1 in promoting 3′ polyadenylation of TOP mRNAs.^17^ Recently, LARP1 was shown to physically block the interaction of TOP transcript with the deadenylase complex CNOT.^16^

The resistance of TOP mRNA tails to deadenylation is believed to favor further post-transcriptional regulation upon them.^16^^,^^17^ RP mRNAs and other abundant transcripts have been shown to preferentially accumulate with poly(A) tails ∼60-nt long.^50^ In this study, we show that the TOP mRNAs poly(A) tail distribution is not a fixed property but rather changes dynamically as stem cells differentiate into neurons. During this process, TOP mRNA accumulates with poly(A) tails ∼60-nt long while simultaneously becoming more translationally active. Consistently, the activation of mTOR, known to favor TOP mRNA translation, is sufficient to partially recapitulate the accumulation of TOP mRNA with ∼60-nt long tails. Here we propose that TOP mRNAs have increased deadenylation rates of poly(A) tails ∼120-nt long upon activation of the mTOR pathway and reduced deadenylation rates of tails ∼60-nt long mediated by LARP1. Both mechanisms likely contribute simultaneously to the accumulation of transcripts with ∼60-nt long tails.

The accumulation of TOP mRNAs with ∼60-nt long poly(A) tails occurs early on during differentiation suggesting that a significant pool of TOP transcripts inherited from progenitor cells are actively modified post-transcriptionally to support differentiation. This observation is reminiscent of TOP mRNA tail processing in other cellular contexts where the translational machinery needs to drive rapid cell adaptation in response to stress conditions.^17^^,^^51^ Here, we propose that the specific poly(A) tail dynamic of TOP mRNAs support their stability through differentiation and enhance their translational upon mTOR activation; we hypothesize that this process is essential to generate the ribosomes required to complete the synthesis of the neuronal proteome, while the production of TOP mRNAs is repressed transcriptionally. Indeed, post-transcriptional mechanisms are known safeguards to ensure the continuity of essential cellular processes while a new transcription program is established.^52^^,^^53^

The uncoupling between high protein synthesis and activation of ribosome production was observed in other systems of stem cell differentiation.^54^ Controlling these metabolic activities is critical to ensure the balance between self-renewal and differentiation.^2^^,^^55^^,^^56^ Here we show that the premature induction of TOP mRNA poly(A) tail processing in undifferentiated cells upon mTOR activation did not prevent them from differentiating in the presence of retinoic acid. However, mTOR activation reduces progenitor cell proliferation. Similar conclusions have been recently reached by Gui and collaborators using a model of germ cell differentiation in Drosophila.^57^ Our results support a model where TOP mRNA poly(A) tail processing contributes to control the sensitive balance between self-renewal and differentiation.

Several therapies have been designed to restore normal ribosome biogenesis in the context of congenital ribosomopathies or cancers.^58^ Most of them are designed to trigger TOP mRNA cap-dependent translation or rRNA transcription. We envision that further studies dissecting the pathways influencing TOP RNA poly(A) tail processing will create exciting opportunities to treat conditions associated with ribosome biogenesis dysregulation.

### Limitations of the study

In this study, we used P19 cells as a model for neuronal differentiation. Our observations, however, may not extend to every *in vitro* or *in vivo* system of neurogenesis. Other neuronal cell types may behave different in terms of LARP1 regulation and the timing of mTOR activation. At the molecular level, the high stability of TOP transcripts limits the methods available to study their decay rates. Treatment with actinomycin D not only induces cell death due to sustained transcriptional silencing but also can trigger a stress response specifically affecting RPs. Therefore, in our study, we only assessed transcript stability using 4sU metabolic labeling. Finally, the mTOR complex can influence transcriptional and post-transcriptional pathways. Although we observed an accumulation of TOP mRNAs with ∼60-nt long tails and reduce cell proliferation upon mTOR activation, we cannot rule out other regulatory mechanisms driving the limited replication capacity of progenitor cells.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Rabbit mAb Phospho-S6 Ribosomal Protein (Ser235/236)	Cell Signaling Technology	Cat# 4858; RRID:AB_916156
Rabbit mAb S6 Ribosomal Protein	Cell Signaling Technology	Cat# 2217; RRID:AB_331355
Rabbit pAb LARP1	Thermo Fisher Scientific	Cat# A302-087A; RRID:AB_1604274
Goat Anti-Mouse IgG Antibody, Fc, HRP conjugate	Millipore SigmaAldrich	Cat# AP127P; RRID:AB_92472
Goat Anti-Rabbit IgG Antibody, Fc, HRP conjugate	Millipore SigmaAldrich	Cat# AP156P; RRID:AB_91699

**Chemicals, peptides, and recombinant proteins**		

Retinoic acid	Sigma	Cat# R2625 CAS: 302-79-4
TaKaRa NDiff® 227 Medium	Takara	Cat# Y40002
O-Propargyl-puromycin	Cayman Chemical	Cat# 13884 CAS: 1416561-90-4
Cycloheximide	Sigma-Aldrich	Cat# C7698 CAS: 66-81-9
Dimethyl sulfoxide	Sigma-Aldrich	Cat# D2650 CAS: 67-68-5
MHY1485	Selleckchem	Cat# S7811 CAS: 326914-06-1

**Critical commercial assays**		

CellTiter-Glo® Luminescent Cell Viability Assay	Promega	Cat# G7571
Click-iT™ EdU Alexa Fluor™ 488 Flow Cytometry Assay Kit (50 assays)	Thermo Fisher Scientific	Cat# C10425
Click-iT™ Plus OPP Alexa Fluor™ 647 Protein Synthesis Assay Kit	Thermo Fisher Scientific	Cat# C10458
Pierce™ BCA Protein Assay Kit	Thermo Fisher Scientific	Cat# 23225
SLAMseq Kinetics Kit - Catabolic Kinetics Module	Lexogen	Cat# 062.24
SLAMseq Kinetics Kit – Anabolic Kinetics Module	Lexogen	Cat# 061.24
QuantSeq 3′ mRNA-Seq Library Prep Kit FWD for Illumina	Lexogen	Cat# 015.24
QIAquick PCR purification kit	Qiagen	Cat# 28104
RNA Clean & Concentrator-5	Zymo research	Cat# R1013
Direct RNA Sequencing Kit	Oxford Nanopore Technologies	Cat# SQK-RNA002

**Deposited data**		

Raw and analyzed data	This paper	GEO: GSE214875, GSE231980
WB RAW images	This paper	Upon request
Microscopy pictures	This paper	Upon request
GENCODE vM23	Gencode	https://www.gencodegenes.org/mouse/release_M23.html
GENCODE vM17	Gencode	https://www.gencodegenes.org/mouse/release_M17.html

**Experimental models: Cell lines**		

Mouse embryonal carcinoma P19 cells	ATCC	Cat# CRL-1825, RRID: CVCL_2153

**Oligonucleotides**		

ON-TARGETplus Non-targeting Control Pool	Dharmacon	Cat# D-001810-10-20
ON-TARGETplus Mouse Larp1 siRNA	Dharmacon	Cat# J-063706-09-0010
Map2_fw: CGAAGGATAAAGTCACTGATGG Map2_rev: GCTCTGCGAATTGGTTCTGACC	This paper	N/A
Act_fw: GATGTATGAAGGCTTTGGTC ß-Act_rev: TGTGCACTTTTATTGGTCTC	This paper	N/A
Barcoded oligonucleotides for RNA poly(A) standards, see Table S9	This paper	N/A
Primers for Direct RNA multiplexing, see Table S10	This paper	N/A

**Recombinant DNA**		

pSpCas9(BB)-2A-GFP (PX458) plasmid	Addgene	RRID: Addgene_48138

**Software and algorithms**		

GraphPad, Prism Software	Dotmatics	N/A
NIS-Elements Imaging Software	Nikon	N/A
ABI PRISM 7900 Sequence Detection System and Analysis Software	Applied Biosystems	N/A
MinION/GridION analysis software	Oxford Nanopore Technologies	N/A
FlowJo Solftware	bdbiosciences	N/A
Ingenuity Pathway Analysis (IPA) software	Qiagen	N/A
R-studio software Version 2022.12.0 + 353	Posit Software, PBC	N/A
BiomaRt	Durinck et al.,^65^	https://bioconductor.org/packages/release/bioc/html/biomaRt.html
Multiple EM for Motif Elicitation (MEME)	Bailey and Elkan,^66^	https://meme-suite.org/
GO annotation of Biological Processes	Ashburner et al.,^67^ Gene Ontology Consortium,^68^	http://geneontology.org/
TopGO R package	https://doi.org/10.18129/B9.bioc.topGO	https://bioconductor.org/packages/release/bioc/html/topGO.html
bcl2fastq v2.20 software	Illumina	https://support.illumina.com/downloads/bcl2fastq-conversion-software-v2-20.html
BBTools v38.96	Brushnell et al.,^69^	https://sourceforge.net/projects/bbmap/
Xtail v1.1.5	Xiao et al.,^70^	https://github.com/xryanglab/xtail/releases
Illumina software bcl2fastq v2.20	Illumina	https://support.illumina.com/downloads/bcl2fastq-conversion-software-v2-20.html
SLAMdunk analysis pipeline	Neumann et al., 2019	https://t-neumann.github.io/slamdunk/
extract-transcript-regions	N/A	https://github.com/stephenfloor/extract-transcript-regions
biomaRt	Durinck et al.,^65^	https://bioconductor.org/packages/release/bioc/html/biomaRt.html
Guppy	Oxford Nanopore Technologies	https://nanoporetech.com/how-it-works/basecalling
Minimap2 software v2.20-r1061	Li,^71^	https://github.com/lh3/minimap2/releases
Nanopolish	Loman et al.,^43^	https://github.com/jts/nanopolish
SAMtools	Danecek et al.,^72^	https://github.com/samtools/samtools
Deeplexicon	Smith et al.,^64^	https://github.com/Psy-Fer/deeplexicon
DESeq2	Love et al.,^74^	https://bioconductor.org/packages/release/bioc/html/DESeq2.html
Cumulative distribution function (CDF) of the hypergeometric distribution	Graeber Lab	https://systems.crump.ucla.edu/hypergeometric/
ΔΔCt method	Rao et al.,^62^	

**Other**		

Neuronal differentiation	Morii et al.,^61^	
MIQE standards	Bustin et al.,^63^	
TOP-motif mRNAs curated from	Cockman et al.,^73^	

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Marcos Morgan ().

#### Materials availability

This study did not generate new unique reagents.

### Experimental model and study participant details

#### Cell culture

Male mouse embryonal (E7) carcinoma P19 cells^60^ (ATCC, CRL-1825) were maintained in Dulbecco’s modified Eagle medium with 4,500 mg/L of glucose supplemented with 100 units/mL of penicillin/streptomycin (Life Technologies) and 10% fetal bovine serum (FBS, Gemini Bio-Products). For culture, cells were incubated at 37°C and 5% CO_2_ atmosphere. All experiments have been conducted with original ATCC cells not exceeding eight passages. To induce neuronal differentiation, 3 x 10^5^ cells were seeded in poly-L-lysine-coated 6-well plates in TaKaRa NDiff® 227 Medium (Takara) with retinoic acid (500 nM; Sigma) as previously described.^61^ Media was changed daily up to 6 days after induction. Morphological changes were visualized using the brightfield channel of the Nikon Eclipse TS2-fl microscope (Nikon Instruments Inc.).

### Method details

#### Cell treatment and transfection

The mTOR pathway activator MHY1485 (Selleckchem) was prepared as a 10 mM stock solution in DMSO and stored at -80°C. The day after seeding, undifferentiated P19 cells were treated with 10 μM final concentration of MHY1485 for 24 or 48 hours with a fresh media change every 24 hours. Cells exposed to the same amount of DMSO were used as control. To study the impact of mTOR activation on differentiation, undifferentiated P19 cells treated for 48 hours with 10 μM MHY1485 or DMSO were harvested and seeded at 200,000 cells per well in 6-well plates. The cells were then grown in either maintenance or differentiating conditions for 48 hours in the presence of DMSO or 10 μM MHY1485 to ensure the continuity of the initial exposure. To knock down *Larp1*, undifferentiated P19 cells seeded in 6-well plates were transfected with 50 nmoles of *Larp1* siRNA (Dharmacon, J-063706-09-0010) using Lipofectamine 3000 (Invitrogen) according to the manufacturer's instructions. A pool of scrambled siRNAs (Dharmacon, D-001810-10-20) with no significant homology to the human, mouse, or rat genome was used as negative control. After transfection, cells were incubated at 37°C for 24 hours. To study the long-term effect at 48 hours, an additional transfection using the same conditions was performed 24 hours after the initial knock-down. Morphological changes were visualized using the brightfield channel of the Nikon Eclipse TS2-fl microscope (Nikon Instruments Inc.).

#### Cell viability

The CellTiter-Glo luminescent cell viability assay was performed according to themanufacturer’s instructions (Promega). Undifferentiated (D0) and differentiated (D6) P19 cells were treated with a two-fold serial dilution of 4sU ranging from 0 to 4000 μM for a total of 27 hours of exposure prior to collection. Media was changed with fresh 4sU at 15 hours and 3 hours before harvesting the cells to ensure the continuity of the exposure. Cells were then incubated for 10 minutes with CellTiter-Glo reagent and placed on an orbital shaker. The content of each well was transferred to an opaque walled plate and the luminescent signal was measured using a 96-well plate reader (GloMax-96 microplate luminometer, Promega). The 4sU concentrations associated with 90% cell viability were interpolated from the sigmoidal fit of the standard dilution. To control for the linearity of the assay, a serial dilution of cell seeding was used. Media without cells was used to measure and subtract the background signal for downstream analysis.

#### Cell proliferation

Proliferation was measured by EdU incorporation using the Click-iT EdU Alexa Fluor 488 Cell Proliferation Assay Kit according to the manufacturer’s protocol (Thermo Fisher Scientific). Briefly, P19 cells were incubated in medium supplemented with 10 μM EdU for 2 hours. Cells were harvested, washed with PBS-1% BSA, fixed with 100 μL of Click-iT fixative solution for 15 minutes and then permeabilized with 100 μL of Click-iT saponin-based permeabilization buffer for 15 minutes at room temperature. Cells were mixed with a Click-iT reaction cocktail containing the Alexa Fluor 488 for 30 minutes to allow detection of EdU fluorescence labeling. After three washing steps, cells were resuspended in 150 μL saponin-based permeabilization buffer and analyzed by flow cytometry. Forward and side scatter gating was used to select a homogenous population of cells. EdU fluorescence was captured in the FITC channel. Background signal was assessed by cells not exposed to EdU. The percentage of cells showing a positive signal for EdU was quantified based on two thousand events per sample in two to three biological replicates per condition for 2 independent experiments.

#### Global protein synthesis

P19 cells were incubated in medium supplemented with 20 μM O-propargyl-puromycin (OPP, Cayman Chemical). After 30 minutes, cells were harvested, washed with PBS, fixed with 4% PFA for 15 minutes and then permeabilized with 0.5% Triton X-100 for 15 minutes at room temperature. OPP fluorescence labeling was induced using the Click-iT Plus OPP Alexa Fluor 647 Protein Synthesis Assay Kit according to the manufacturer’s protocol (Thermo Fisher Scientific). After three PBS washes, cells were resuspended in PBS and analyzed by flow cytometry. Forward and side scatter gating was used to select a homogenous population of cells. OPP fluorescence was captured in the Cy5 channel. Two thousand events per sample were considered for analysis in three biological replicates per condition. Signal specificity was assessed by cotreatment with 100 μM cycloheximide (CHX, Sigma) or in the absence of OPP (Figure S7A).

#### Western blotting

Cells were washed with PBS and protein lysates were prepared using RIPA Lysis and Extraction Buffer (Thermo Fisher Scientific) with the addition of Protease and Phosphatase Inhibitor Cocktail (Thermo Fisher Scientific) to prevent proteolysis and maintain protein phosphorylation. Protein concentrations were determined with the BCA Protein Assay Kit according to the manufacturer’s protocol (Pierce) using bovine serum albumin (BSA) for standards. 30 μg of protein extract per lane were separated on 4–20% polyacrylamide gels (Biorad) and transferred to nitrocellulose membranes (0.2 μm pore size) for 13 minutes using a dry Gel Transfer Device (iBlot™). Membranes were blocked for 1 hour in Tris-buffered saline (TBS)-0.5% Tween-20 containing either 5% non-fat milk or 5% bovine serum albumin when detecting phosphorylated proteins. Membranes were incubated with anti-Phospho^Ser235/236^-ribosomal protein S6 antibody (Cell signaling, 4858, 1/2000 dilution), anti-ribosomal protein S6 antibody (Cell signaling, 2217, 1/2000 dilution) or anti-LARP1 antibody (Thermo Fisher Scientific /Life tech, A302-087A, 1/2000 dilution) at 4°C overnight. Membranes were washed three times in PBS for ten minutes, prior to the incubation with horse radish peroxidase-conjugated secondary antibodies (Millipore SigmaAldrich) and development with ECL (Thermo Fisher Scientific) using the AMERSHAM ImageQuant800 imaging system (Cytiva).

#### RNA extraction

Cells were washed with PBS and collected in 1 mL of TRIzol. Five minutes later, 200 μL of chloroform-isoamyl alcohol were added. Then, the mixture was vigorously shaken, incubated for 2 minutes at room temperature, and centrifuged at 12,000 g for 15 minutes at 4°C. The aqueous fraction was transferred to a new tube, and RNA was recovered by adding 400 μL isopropanol. After 15 minutes, the samples were centrifuged at 12,000 g for 10 minutes at 4°C. The RNA pellet was washed with 75% ethanol and then centrifuged at 7,500 g for 5 minutes at 4°C. After ethanol removal, total RNA was resuspended in nuclease-free water and quantified using a Nanodrop 2000 spectrophotometer (Thermo Fisher Scientific). RNA integrity was confirmed on the bioanalyzer system Agilent 2100 (Agilent Technologies) prior to further analysis.

#### qPCR

Complementary DNA (cDNA) was synthesized from 1 μg of DNase-treated (Qiagen) total RNA using random hexamer primers and the SuperScript™ II Reverse Transcriptase reaction mix prepared according to the manufacturer’s protocol (Invitrogen). qPCR was performed using SYBR Green mix (Applied Biosystems). Briefly, 2.5 μL of 10 times diluted cDNA were added to 17.5 μL of the enzymatic reaction per well according to the manufacturer’s protocol. The cycling conditions were as follows: 95°C for 30 seconds; 40 cycles of 95°C for 15 seconds, and 60°C for 30 seconds. The amplification was measured and analyzed using the ABI PRISM 7900 Sequence Detection System and Analysis Software (Applied Biosystems). The primer sequences used are: Map2_fw: CGAAGGATAAAGTCACTGATGG, Map2_rev: GCTCTGCGAATTGGTTCTGACC, ß-Act_fw: GATGTATGAAGGCTTTGGTC, β-Act_rev: TGTGCACTTTTATTGGTCTC. For each reaction, standard curves were generated, and amplification efficiencies were calculated based on the slope of the regression between the standard concentrations and their Ct value. Water was used as a non-template control and a dissociation curve (60°C–95°C) was used to control for specific amplification. Quantification of expression was calculated using the ΔΔCt method.^62^ This study was performed in compliance with MIQE standards.^63^

#### RNA synthesis and decay rates

To measure RNA synthesis and decay rates, the anabolic and catabolic modules of the SLAM-seq kinetics kits were used according to the manufacturer’s instructions (Lexogen). Briefly, the transcriptomes of undifferentiated (D0) and differentiated (D6) P19 cells were metabolically labeled with a solution of 20 μM and 500 μM 4sU, respectively. These concentrations were shown to maintain the metabolic status of 90% of the cells after 27 hours of exposure considering that a maximum of 15 hours incubation would be used for the experiment (Figure S7B). For RNA synthesis, nascent RNAs were labeled and collected at 0, 3, 6, and 9 hours after 4sU exposure. For RNA decay, the transcriptome was saturated with 4sU labeling for a total of 15 hours, with the addition of a fresh solution of 4sU 3 hours before the end of the exposure. To terminate the 4sU labeling, cells were washed with PBS, and maintained on media with a 10 mM UTP concentration. To track the decay of labeled RNA, cells were collected at 0, 3, 6, and 9 hours after UTP addition. Total RNA was extracted using standard TRizol procedure protected from direct light to prevent 4sU from crosslinking. IAA treatment was performed on up to 5 μg of total RNA on three replicates per timing. RNA concentration and integrity were measured prior to library preparation. Libraries were built and multiplexed using the QuantSeq 3′ mRNA-Seq Library Prep Kit for Illumina (Lexogen) following the manufacturer guidelines. Libraries were pooled in equimolar amounts and sequenced on a NovaSeq 6000 sequencer (Illumina) using an S1 Flow Cell, on a 101bp single-end mode. Read number obtained per replicate range from 26,801,031 to 68,718,129 for an average of 40,349,093 reads prior to analysis. The global correlation between changes in synthesis or decay rates during differentiation and differential RNA accumulation was used as a validation of SLAM-seq results; downregulated transcripts showed the strongest slow-down in synthesis parallel to the fastest decay during differentiation, while upregulated transcripts showed opposite dynamics (Figures S7C and S7D)

#### Synthesis of poly(A) standards

RNA poly(A) standards were synthesized using barcoded oligonucleotides with encoded tail lengths or barcoded oligonucleotides without encoded tail lengths (Table S9). For standards generated using oligonucleotides without encoded tails, tails were added by *in vitro* polyadenylation as described below. Oligonucleotides were used to amplify the same fragment of the pSpCas9(BB)-2A-GFP (PX458) plasmid encoding the GFP open reading frame. In every case, the same forward plasmid was used, which contained the T7 RNA polymerase promoter sequence. PCR reactions of 100 μL were prepared for each amplification using 1 μL Phusion polymerase (NEB) and final concentrations of 1X Phusion polymerase buffer (NEB), 200 μM dNTPs (Thermo Fisher Scientific), 1 μM reverse and forward primers (Table S9), and 1 pg/μL of template vector. The amplification reactions consisted of a step of initial denaturation at 95°C for 3 minutes, followed by 34 cycles of 30 seconds at 95°C, 30 seconds at 58°C, and 2 minutes at 72°C and a final extension step at 72°C for 30 minutes. The amplicon was then purified with the QIAquick PCR purification kit according to manufacturer’s instructions (Qiagen). The RNA standards were then synthesized using the purified amplicons as templates for the T7 RNA polymerase (NEB). The RNA synthesis reaction consisted of 1X of T7 RNA polymerase mix, 1X Reaction buffer, ATP, CTP, GTP, and UTP 10 mM each (Thermo Fisher Scientific), and 1 μg of the template in a final volume of 20 μL. The reaction was then incubated for 2 hours at 37°C. The RNA was purified using the RNA Clean & Concentrator Zymo kit according to manufacturer’s instructions (Zymo research). The purified standards were eluted in 30 μL of Nuclease-free water.

#### *In vitro* polyadenylation assay

To add poly(A) tails to RNA standards without an oligonucleotide-encoded tail, the *E. coli* poly(A) polymerase (NEB) was used. The reaction mix for each standard was prepared by adding 6 μL of 10X *E. Coli* Poly(A) Polymerase Reaction Buffer, 6 μL of ATP 10 mM, 1.5 μL of *E. coli* poly(A) polymerase, and 16.5 μL of nuclease-free water. The mix was then split into three aliquots; 10 μL of the RNA standard 1 μg/μl were then added to each aliquot. The standards were incubated for ∼15 or 30 minutes at 37°C to obtain different poly(A) tail lengths. The aliquots for each standard were then pooled and purified using the RNA Clean & Concentrator Zymo kit following the manufacturer’s instructions.

#### Poly(A) tail purification

For library preparation, mRNA from P19 cells before (D0) and during differentiation (D2, D4, and D6) were purified from total RNA using Dynabeads™ Oligo(dT)25 (Thermo Fisher Scientific). Briefly, 20 μL of beads per sample were washed, resuspended in 40 μL of binding buffer (20 mM Tris-HCl pH 7.5, 1.0 M LiCl, and 2 mM EDTA) and mixed with an equivalent volume of water containing 3.5 μg of denatured RNA. After 5 minutes of incubation at room temperature, beads were collected on a magnetic rack and the supernatant was removed. The beads were washed twice in a wash buffer (10 mM Tris-HCl, pH 7.5, 0.15 M LiCl, and 1 mM EDTA) and the mRNA was eluted after a 2-minute incubation at 80°C in 10 μL of Tris-HCl, pH 7.5 for library preparation.

#### Library multiplexing

Direct RNA multiplexing was designed as previously described.^64^ Briefly, four distinct barcodes (BC 1–4) were included in the sequence of the oligonucleotides A and B used for the initial ligation step of the Direct RNA Sequencing protocol from ONT (Direct RNA Sequencing Kit- SQK-RNA002). Oligonucleotide sequences are listed in Table S10. To create a primer duplex, the corresponding oligonucleotides A and B (final concentration of 1.4 μM each) were incubated together at 94°C for 5 minutes in a total volume of 75 μL of annealing buffer (0.01 M Tris-HCl pH 7.5, 0.05 M NaCl). To favor annealing, the reaction was gradually cooled down to room temperature (-0.1°C/second).

#### Direct RNA sequencing

Direct RNA sequencing libraries were prepared according to ONT direct RNA sequencing protocol (SQK-RNA002) with modifications to incorporate the barcoded oligonucleotides. For each time point of cell differentiation (D0, 2, 4, and 6), independent libraries were prepared by multiplexing three biological replicates using the barcoded oligonucleotides BC1, 2, and 3. For DMSO and MHY1485 at 24 or 48 hours, two independent libraries were prepared for each time point by multiplexing two biological replicates per condition using the barcoded oligonucleotides BC1, 2, 3 and 4. For siCtl and siLarp1 at 24 h, two independent libraries per condition were prepared by multiplexing three biological replicates using the barcoded oligonucleotides BC1, 2, and 3. For siCtl and siLarp1 at 48 h, one library was prepared multiplexing two biological replicates per condition using the barcoded oligonucleotides BC1, 2, 3 and 4. To capture the full poly(A) length, the 3′ ends of the transcripts were splint ligated to the barcoded oligonucleotides. For this, 3 μL of 5X ligation buffer (6% PEG in NEB T4 DNA ligation buffer), 1.5 μL of T4 DNA ligase (NEB), 1 μL of 0.1 ng/μL RNA standard mix, and 1.5 μL of annealed oligonucleotides (100 nM) were mixed with 9 μL of poly(A) selected RNA for a final reaction volume of 30 μL. The ligation reaction was incubated at room temperature for 10 minutes. To maximize the sequencing efficiency, RNA-cDNA hybrids were generated by reverse transcription according to manufacturer’s instructions (Thermo Fisher Scientific). Briefly, 30 μL of splint ligated RNA was mixed with 9 μL of nuclease-free water, 2 μL of dNTPs (10 mM), 8 μL of 5X first strand buffer, 4 μL of 100 mM DTT, and 2 μL of SuperScript II reverse transcriptase (Thermo Fisher Scientific). The reaction was then incubated at 50°C for 50 minutes followed by 10 minutes at 70°C and cooled at 4°C. The RNA/cDNA hybrids were purified with AMPure beads (Beckman Coulter) and washed with ethanol 70%. For multiplexing, three replicates per timing with distinct barcodes were eluted together after 5 minutes at room temperature in 20 μL of nuclease-free water. Sequencing adapters supplied in the kit were attached to the ends of the multiplexed RNA/cDNA hybrids. Briefly, 8 μL of 5X ligation buffer (6% PEG in NEB T4 DNA ligation buffer), 6 μL of RMX-RNA adapter, 3 μL of nuclease-free water, and 3 μL of T4 DNA Ligase (NEB) were added to 20 μL of purified RNA/cDNA hybrid for a final reaction volume of 40 μL. The ligation reaction was incubated for 15 minutes at room temperature. The ligation products were purified with AMPure beads (Beckman Coulter), washed twice with 150 μL of wash buffer (WSB from SQK-RNA002), and eluted in 21 μL of elution buffer (EB from SQK-RNA002) for 5 minutes at room temperature. Libraries were loaded in ONT flow cells (R9) using Flow Cell Priming Kit (EXP-FLP002) according to the manufacturer's instructions. Briefly, 37.5 μL of RNA running buffer (from SQK-RNA002) and 17.5 μL of nuclease-free water were added to 21 μL of adaptor-ligated libraries. The flow cell was primed by adding 800 μL of the FLT/FB mix (30 μL FLT for 1 mL of FB, from EXP-FLP002) into the priming spot, followed by an additional 200 μL after 5 minutes incubation. Finally, 75 μL of the library was loaded through the spot-on port and sequenced on MinION or GridION instrument (ONT). For sequencing poly(A) tails during differentiation, the number of mapped reads obtained per replicate ranged from 163,168 to 829,567 for an average of 501,425 reads prior to analysis. For sequencing poly(A) tails from undifferentiated cells exposed to DMSO or MHY1485, or transfected with siCtl or siLarp1, the number of mapped reads obtained per replicate ranged from 146,734 to 557,313 for an average of 282,885 reads prior to analysis.

### Quantification and statistical analysis

#### Multiple expectation maximizations for motif Elicitation (MEME) analysis

The UTR sequences of transcripts showing statistical accumulation with <30- or ∼60-nt long poly(A) tails during differentiation were retrieved from the annotation file mmusculus_gene_ensembl using the getSequence function from the biomaRt package.^65^ To format the sequences for RNA motif discovery, the Ts from DNA sequences were substituted by Us. The first 100 nucleotides at the extremities of each UTR were converted to FASTA and exported as input for the motif discovery tool MEME available at https://meme-suite.org/.^66^ The motif query was set for the given strand with a minimum width of 5 to 20 nucleotides. Results were limited to the three most enriched motifs. E-values were calculated for the log likelihood ratio (LLR) of the occurrences of the motif corrected for multiple testing.

#### Gene ontology analysis

The ontology enrichment analyses were done using the TopGO R package (https://doi.org/10.18129/B9.bioc.topGO). Briefly, the gene universe, accounting only for genes captured on our sequencing analyses, and genes of interest were selected from each experiment. The corresponding TopGOdata object was built using “annFUN.org” for the Biological Processes gene ontology annotation.^67^^,^^68^ To run the enrichment analysis, the function runTest was used with a classic algorithm considering each gene ontology category independently, and a Fisher’s exact test for statistical enrichment. Finally, the GenTable function was used to generate a table with the 10 most significant gene ontology terms and their corresponding p-values (Figure 1E). The full list of significant terms is detailed in Tables S2 and S7. Ingenuity Pathway Analysis (IPA) software (Qiagen) was used for the functional core analysis of transcripts with differential accumulation (DESeq2 p-value <0.05) or differential translational engagement (Xtail log_2_ fold change > 0.5). The predicted upstream regulators were filtered to only consider the molecule type “transcription regulator” when analyzing differential accumulation. For the differential translational engagement analysis, the upstream regulators were filtered to consider “translation regulator”. The 5 most significantly enriched canonical pathways or upstream regulators and their corresponding activation z-score were used to generate Figures S1C and S3C. Full reports are detailed in Tables S4 and S8.

#### Ribo-seq analysis

The reads base calling was done using the bcl2fastq v2.20 software (Illumina). Optical duplicates were removed with the clumpify tool of BBTools v38.96^69^. The BBDuck tool, also part of the BBTools suite, was used for adapter trimming, rRNA removal and read filtering. The read filtering range was 20 to 50 nucleotides and 26 to 34 nucleotides for the RNA-seq and RFP libraries, respectively. Filtered reads were mapped to the GENCODE vM23 transcripts (mm10 assembly) with the BBMap tool, also part of the BBTools suite, using the slow mode. A minimal pre-filtering was performed to only consider the contigs showing a minimum of 30 reads across replicates and conditions for further analysis. The differential translational engagement was determined with Xtail v1.1.5^70^ using read counts of RNA-seq and RFP libraries from D0 and D6 samples as input.

#### SLAM sequencing analysis

Base calling was done with the software bcl2fastq v2.20 (Illumina). To quantify T to C conversions after 4sU treatment, the SLAMdunk analysis pipeline was used as described.^42^ Briefly, the input 3’ UTR bed file was prepared using the extract_transcript_regions tool (https://github.com/stephenfloor/extract-transcript-regions) with the mm10 assembly and GENCODE vM17 GTF (GENCODE) as input. The single nucleotide polymorphisms were called on the aligned reads using the snp tool, followed by the quantification of T to C conversions with the count tool. For the anabolic and catabolic assay, read conversion was normalized to the maximum conversion rate expected for the same transcript after 13 hours of 4sU labeling (time 0 of the catabolic time course). The half-lives of synthesis and decay were estimated by exponential fit using the R function nonlinear least squares (nls). 

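The median R squared of the decay fits was 0.258 at D0 and 0.35 at D6, and that of the synthesis fits 0.443 at D0 and 0.333 at D6. The criteria for R squared and half-life were met by 2249 transcripts at D0 and 2333 at D6 for decay, and by 3187 at D0 and 1468 at D6 for synthesis. From 0 and 9 h only, 3720 transcripts had a decay and 1591 a synthesis half-life in both states. On simulated conversions with the depth of these libraries and counting error only, the median ratio of fitted to true half-life was 0.996 at D0 and 0.982 at D6. With a spread of 0.2 on the log scale added between libraries, it was 0.979 at D0 and 0.965 at D6. In these simulations 65.3% and 51.5% of the transcripts met the criteria in both states, a far larger share than in the data, so that they do not cover all of its variation.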

Only R squared values > 0.6 were considered for interpretation. Half-life values <0 or >5000 minutes were considered as outliers and ignored for further analysis.

#### Direct RNA sequencing analysis and poly(A) tail length determination

Reads base calling was done with Guppy (ONT). The reads were then aligned to the mm10 assembly annotated with GENCODE vM17 genes using Minimap2 software v2.20-r1061, with the -x parameter set to map-ont.^71^ The length of the poly(A) tail for each read was determined using Nanopolish.^43^ To run the Nanopolish poly(A) pipeline, reads were indexed with Nanopolish and mapped reads were sorted and indexed with SAMtools.^72^ Only reads with poly(A) tail PASS quality score were considered for further analysis. Reads were demultiplexed using Deeplexicon.^64^ 90% of the reads were above a confidence interval of 0.75. The reads were also aligned to the spike-ins and high-quality mapping spikes-ins were retained to ensure correct separation of the barcodes. The spike-ins were grouped by barcodes and their cumulative frequency of poly(A) length was plotted (Figure S7E). A minimal pre-filtering was performed to ignore transcripts encoded by the mitochondrial genome and pseudogenes. Only contigs showing a minimum of 30 reads across replicates and conditions were considered for further analysis. TOP transcripts were retrieved using their mgi gene symbol based on a gene list of known TOP-motif mRNAs curated from.^73^ All other transcripts were considered as “non-TOP”. For each contig captured in our direct RNA sequencing, the number of reads with poly(A) tails 30- to 90-nt long (referred as ∼60-nt long tails), or with poly(A) tails shorter than 30-nt long (referred as <30-nt long tails), were quantified and expressed as a percentage relative to the total number of reads obtained from the same contig. Transcripts with a p-value ≤ 0.05 were considered statistically changing their accumulation with <30-nt or ∼60-nt long poly(A) tails (Two-tailed, two sample Student’s t-test).

#### Differential transcript accumulation analysis

Differential transcript accumulation was determined using DESeq2 available as a Bioconductor package.^74^ Briefly, the DESeqDataSet file was built from the count matrix obtained from direct RNA sequencing with the DESeqDataSetFromMatrix function. The standard differential expression analysis steps (normalization, dispersion estimation and fold change estimation) were processed with the original DESeq function as described.^74^ Results tables were generated using the function results, which extracts log_2_ fold changes, Wald test *p*-values and adjusted p-values corrected for multiple testing using the Benjamini and Hochberg procedure. A significant threshold of q-value ≤ 0.05 was used for data interpretation. The overall effect of experimental covariates was visualized using the plotPCA function (Figure S7F). Comprehensive results of the DESeq2 analysis are presented in Table S1.

#### Enrichment analysis

The list of known TOP-motif mRNAs was curated from.^73^ Their enrichment among the population of transcripts accumulating with poly(A) tails <30-nt or ∼60-nt long was calculated using the hypergeometric test with k (number of successes), number of known TOP mRNA within the tested population; s (sample size), number of transcript within our tested population; M (number of successes in the population), number of known TOP mRNA available in our RNA-seq dataset; and N (population size), total number of transcripts available in our RNA-seq dataset.

#### Statistical analyses

The statistical analysis details of each experiment can be found in the corresponding figure legend. To determine whether the data met the assumptions of the statistical tests, normal distribution and equal variance across samples were tested using a Shapiro-Wilk test and a Levene test, respectively. For non-parametric comparisons between two samples, an unpaired or paired two-samples Wilcoxon test was used to consider the difference in the median value between the two distributions. For non-parametric comparisons between two or more samples, a Krustal-Wallis one-way analysis of variance applying the Bonferroni correction for multiple testing was used. When the data met the normal distribution assumption, parametric tests were used. To compare two unpaired samples with equal variance a two-samples, two-tailed Student’s t-test was used. When appropriate, the difference between paired samples was compared using a two-tailed paired Student’s t-test. To compare more than two populations with equal variance, statistical analyses were performed using a one-way ANOVA followed by Dunnett’s multiple comparison test. In case of heteroscedasticity, multiple comparisons were performed using a Games-Howell test. The two-sided Kolmogorov-Smirnov test was used to compare the cumulative distribution functions of two sample sets.

## Data Availability

• All the sequencing data are publicly available as of the date of publication and has been deposited at the Gene Expression Omnibus (GEO)^59^ with the accession numbers GSE214875 and GSE231980 also listed in the key resources table. Original Western blot and microscopy images reported in this paper are available from the lead contact upon request. • This paper does not report original code. • Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

# Supplementary material for: A unique poly(A) tail profile uncovers the stability and translational activation of TOP transcripts during neuronal differentiation
**Source:** iScience. 2023 Jul 27;26(9):107511. doi: 10.1016/j.isci.2023.107511
**Supplement:** Document S1. Figures S1–S7 and Tables S9 and S10

## **Supplemental information**

**A unique poly(A) tail profile uncovers  
the stability and translational activation  
of TOP transcripts during neuronal differentiation**

**Marine Baptissart, Brian N. Papas, Ru-pin Alicia Chi, Yin Li, Dongwon Lee, Bhairavy  
Puviindran, and Marcos Morgan**

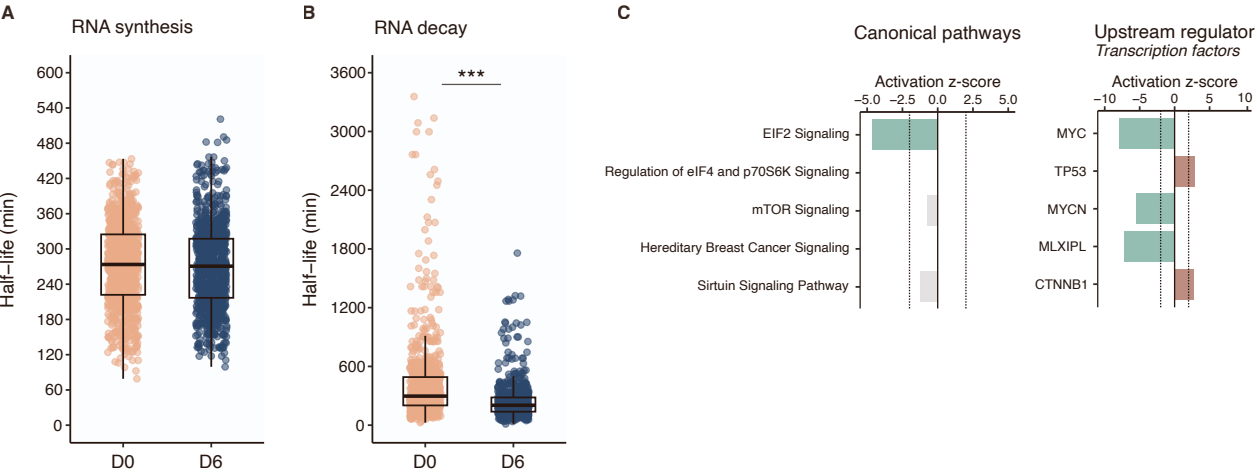

Figure S1, TOP transcripts remain highly stable through differentiation despite global mRNA decay, related to Figure 2. (A) Boxplot of synthesis half-life for the whole transcriptome of P19 cells before differentiation (D0, orange) and after 6 days of differentiation (D6, blue).  $n=3$  biological replicates. Paired Student's t-test, two-tailed comparing D6 to D0. (B) Boxplot as in (a) for RNA decay.  $n=3$  biological replicates. Wilcoxon signed-rank test for paired samples comparing D6 to D0.  $***p < 0.001$ . For both box plots, each dot represents an individual transcript, the center values show the medians, the boxes indicate the first and third quartiles and the bars the 10th and 90th percentiles. (C) Graphical representation of Ingenuity Pathway Analysis (IPA) for the differential RNA accumulation associated with differentiation (from D0 to D6). The top 5 Canonical pathways (left) and Upstream regulators filtered for Transcription factors (right) are ordered according to the statistical significance of their enrichment on the y-axis. The x-axis displays the predicted direction of the effect as quantified by z-scores ( $z < 2$ , significant negative effect in green;  $z > 2$  significant positive effect in brown). eIF, Eukaryotic Initiation Factor; mTOR, Mammalian target of rapamycin; TP53, Tumor protein P53; MLXIPL, MLX interacting protein-like; CTNNB1, Catenin Beta 1.

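With the hours of the sample labels, the mean log2 change of the synthesis half-life between D0 and D6 was -0.034 over 2316 transcripts (two-sided permutation test, p = 0.0377). From 0 and 9 h only it was 0.010 over 1591 transcripts (two-sided permutation test, p = 0.695).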

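For 0 and 9 h only, the median decay half-life was 184 min at D0 and 172 min at D6 over 3720 transcripts, 60.9% of which had a shorter half-life at D6 (mean log2 change -0.19). With the hours of the sample labels, the medians were 225 and 163 min over 1516 transcripts (mean log2 change -0.46). With the background subtracted and the paper's hours, they were 275 and 241 min over 563 transcripts (mean log2 change -0.18). For each of these the two-sided permutation test gave p = 1e-05, the smallest that its permutations can give.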

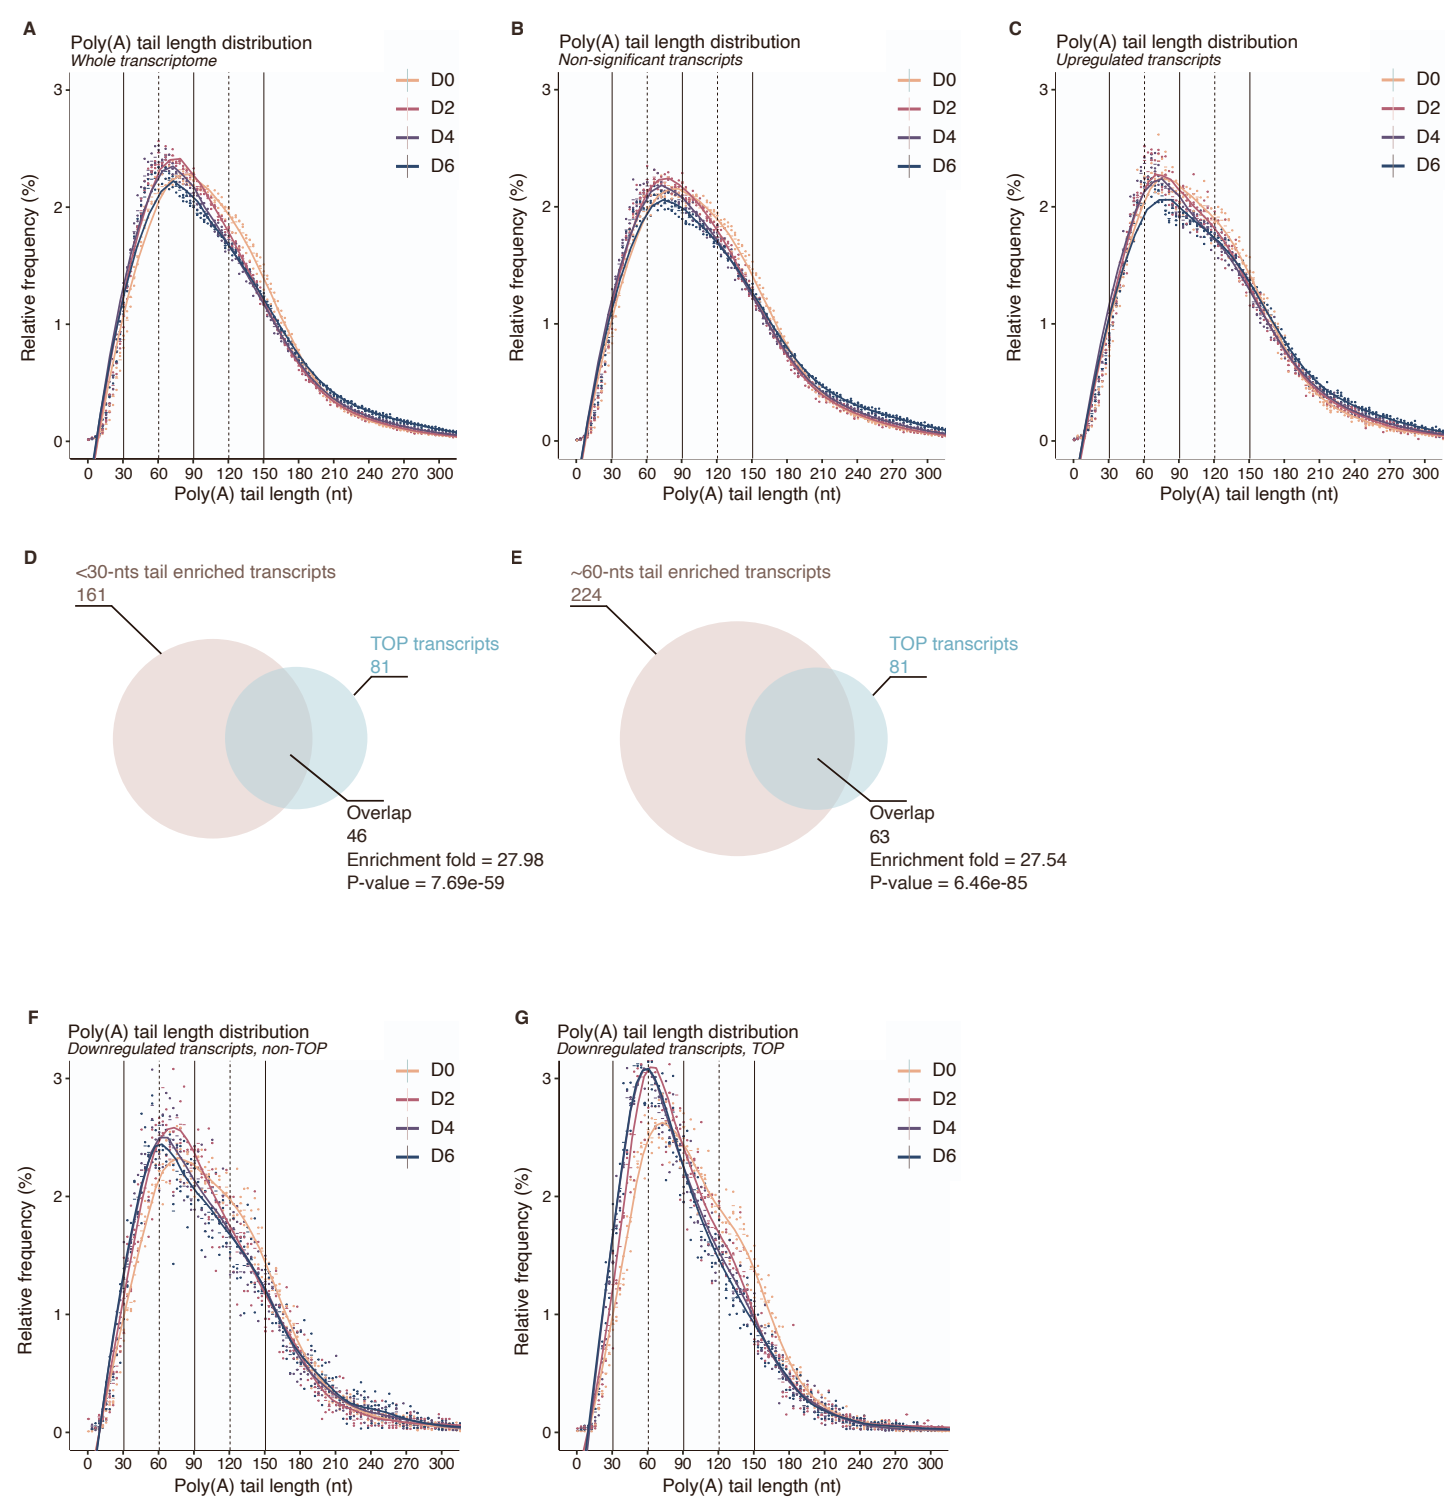

Figure S2, TOP transcripts show specific poly(A) tail-length processing during differentiation, related to Figure 3.

(A) Relative frequency plot of poly(A) tail length for the whole transcriptome before differentiation (D0, orange) and at day 2 (D2, pink), 4 (D4, purple), and 6 (D6, blue) of differentiation. (B) Relative frequency plot as in (a) for transcript with non-significant changes in RNA accumulation during differentiation (from D0 to D6). (C) Relative frequency plot as in (a) for transcript upregulated during differentiation (from D0 to D6). (D) Venn diagram showing transcripts positively enriched for <30-nts poly(A) tails (from D0 to D6) in light brown, and their intersection with TOP mRNAs in blue. Overrepresentation analysis was performed using a hypergeometric test. (E) Venn diagram as in (d) for transcripts positively enriched for ~60-nts poly(A) tails (from D0 to D6). (F) Relative frequency plot as in (a) for non-TOP downregulated transcripts (from D0 to D6). (G) Relative frequency plot as in (a) for TOP downregulated transcripts (from D0 to D6). For all plots,  $n=3$  biological replicates. For all relative frequency plots, dots indicate values for individual replicates and the bars indicate the relative mean frequency for each poly(A) tail length.

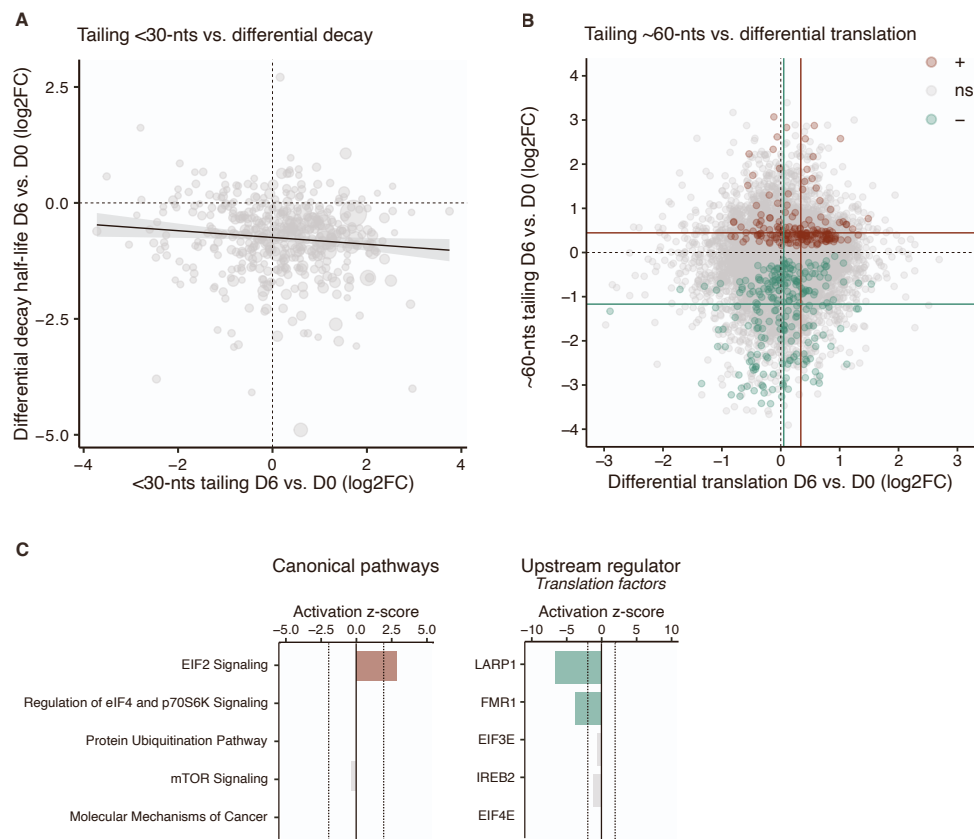

Figure S3, The poly(A) tail dynamic of TOP mRNAs is associated with their absolute stability and translational activation during neuronal differentiation, related to Figure 4.

(A) Scatter plot comparing changes in decay half-life with changes in the proportion of ~30 nucleotides (nts) long poly(A) tails of transcripts before (D0) and after differentiation (D6).  $n=3$  biological replicates. The size of each dot is proportional to the average of the transcript relative frequency at D0 and D6. The correlation between both variables is indicated by linear regression (dark line). (B) Scatter plot comparing changes in the proportion of ~60-nts long poly(A) tails and the differential translation of transcripts during differentiation (from D0 to D6). Transcripts positively or negatively enriched for ~60-nts tails during differentiation ( $p$ -value  $< 0.05$ ) are indicated in brown and green, respectively.  $n=3$  biological replicates. The medians of both variables are indicated by lines for each population of transcripts. For both scatter plots, data are representative of  $n=3$  biological replicates. Each dot represents an individual transcript. (C) Graphical representation of Ingenuity Pathway Analysis (IPA) for the differential RNA translation associated with differentiation (from D0 to D6). The top 5 Canonical pathways (left) and Upstream regulators filtered for Translation factors (right) are ordered according to the statistical significance of their enrichment on the y-axis. The x-axis displays the predicted direction of the effect as quantified by z-scores ( $z < 2$ , significant predicted negative effect in green;  $z > 2$ , significant predicted positive effect in brown). eIF, Eukaryotic Initiation Factor; mTOR, Mammalian target of rapamycin; LARP1, La Ribonucleoprotein 1; FMR1, Fragile X Messenger Ribonucleoprotein 1; IREB2, Iron Responsive Element Binding Protein 2.

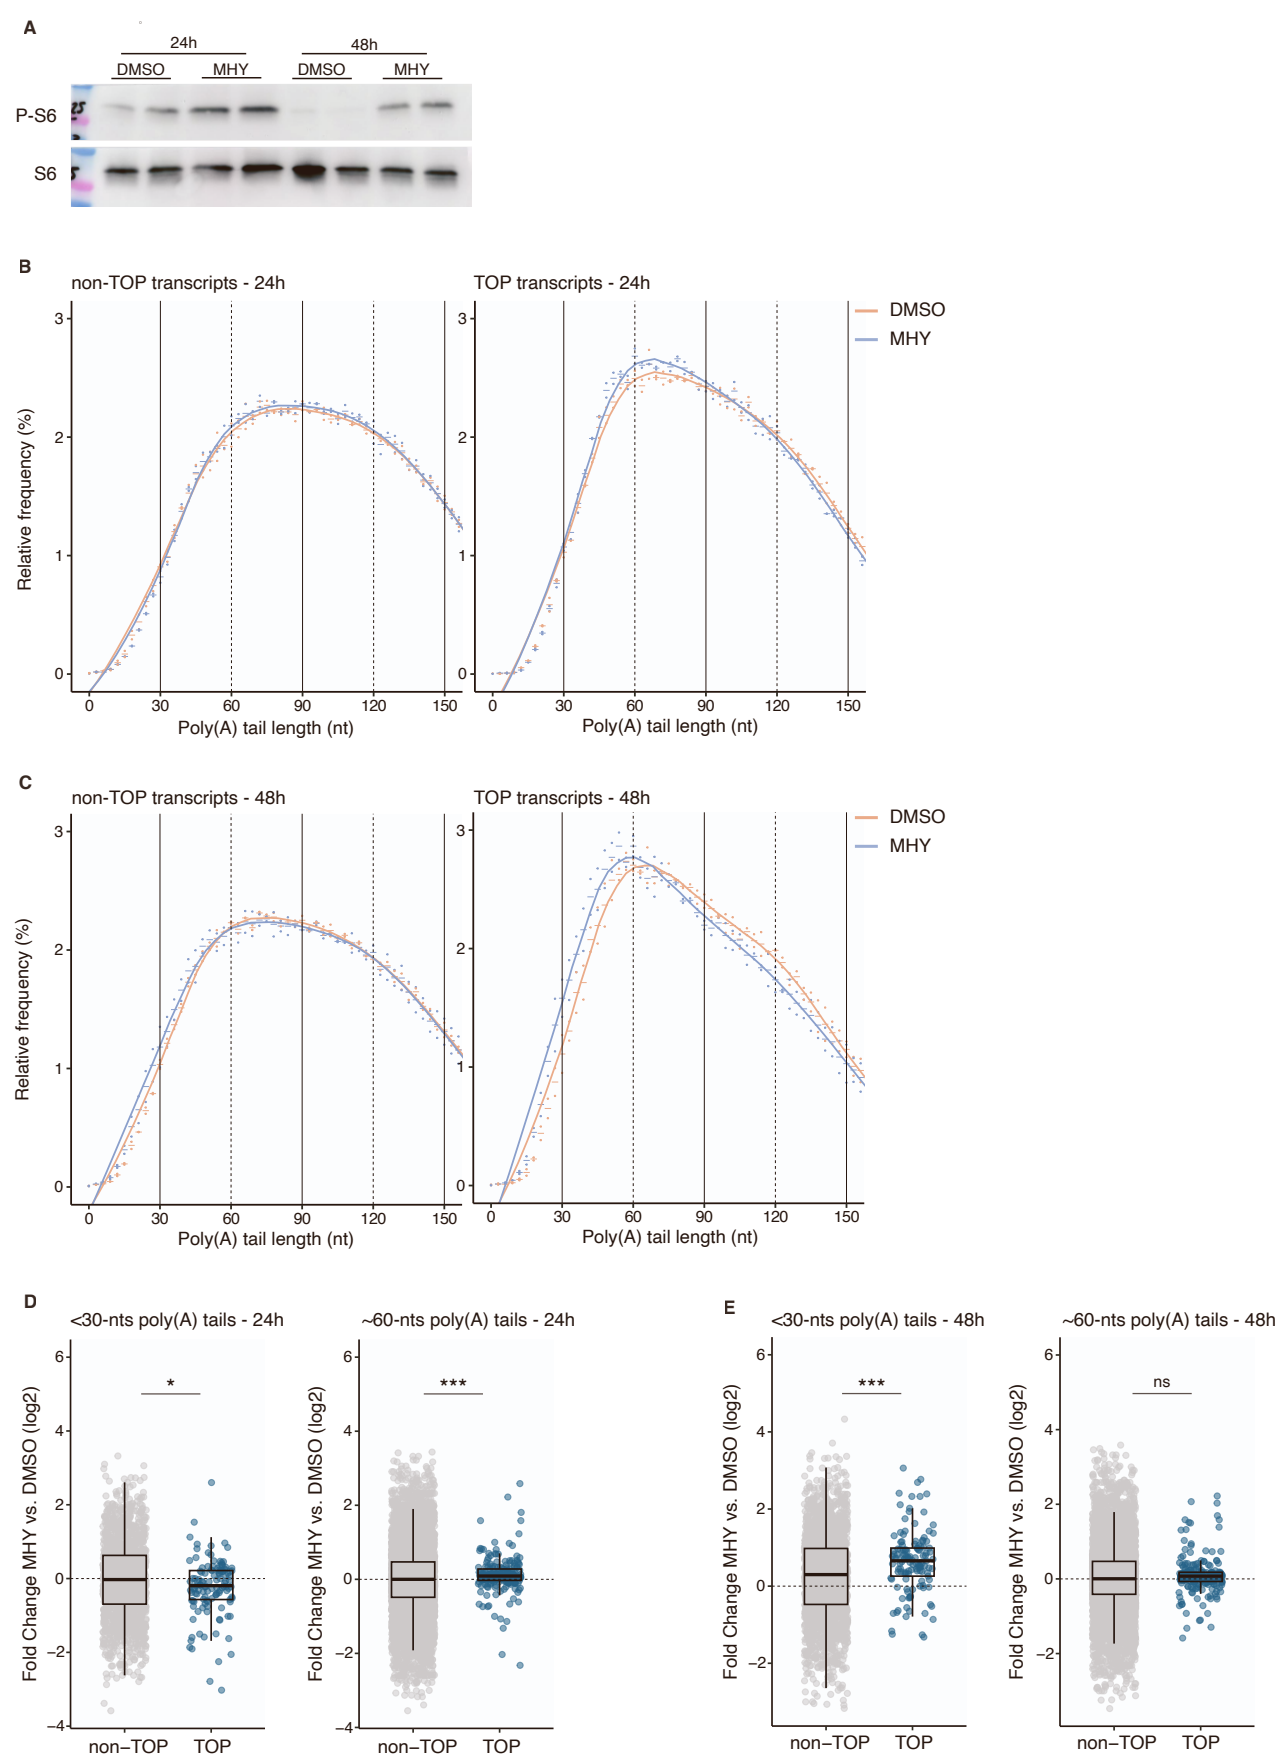

Figure S4, The mTOR/Larp1 interplay recapitulates the poly(A) dynamic of TOP mRNAs during neuronal differentiation, related to Figure 5. (A) Representative immunoblot showing P-S6 (Ser235/236) and S6 protein accumulation in undifferentiated cells (D0) after 24 or 48h of exposure to DMSO or MHY1485. Image representative of  $n=4$  biological replicates, 2 independent experiments. (B) Relative frequency plot of poly(A) tail length extended to 150-nts for the non-TOP (left) and TOP (right) transcripts after 24h of exposure to DMSO (orange) or MHY1485 (blue).  $n=2$  biological replicates. (C) Relative frequency plot same as (B) after 48h of exposure to DMSO (orange) or MHY1485 (blue).  $n=2$  biological replicates. For all relative frequency plots, dots indicate values for individual replicates and the bars indicate the relative mean frequency for each poly(A) tail length. (D) Box plot showing the fold change in the proportion of tails  $<30$ -nts (left) and  $\sim 60$ -nts (right) long 24h after transfection with DMSO or MHY1485. TOP mRNAs are compared to non-TOP.  $n=2$  biological replicates. Wilcoxon signed-rank test for unpaired samples comparing non-TOP to TOP transcripts.  $*p < 0.05$ .  $***p < 0.001$ . (E) Box plot same as (D) 48h after transfection.  $n=2$  biological replicates. Wilcoxon signed-rank test for unpaired samples comparing non-TOP to TOP transcripts.  $***p < 0.001$ . ns, non significant. For all box plots, each dot represents an individual transcript, the center values show the medians, the boxes indicate the first and third quartiles and the bars the 10th and 90th percentiles.

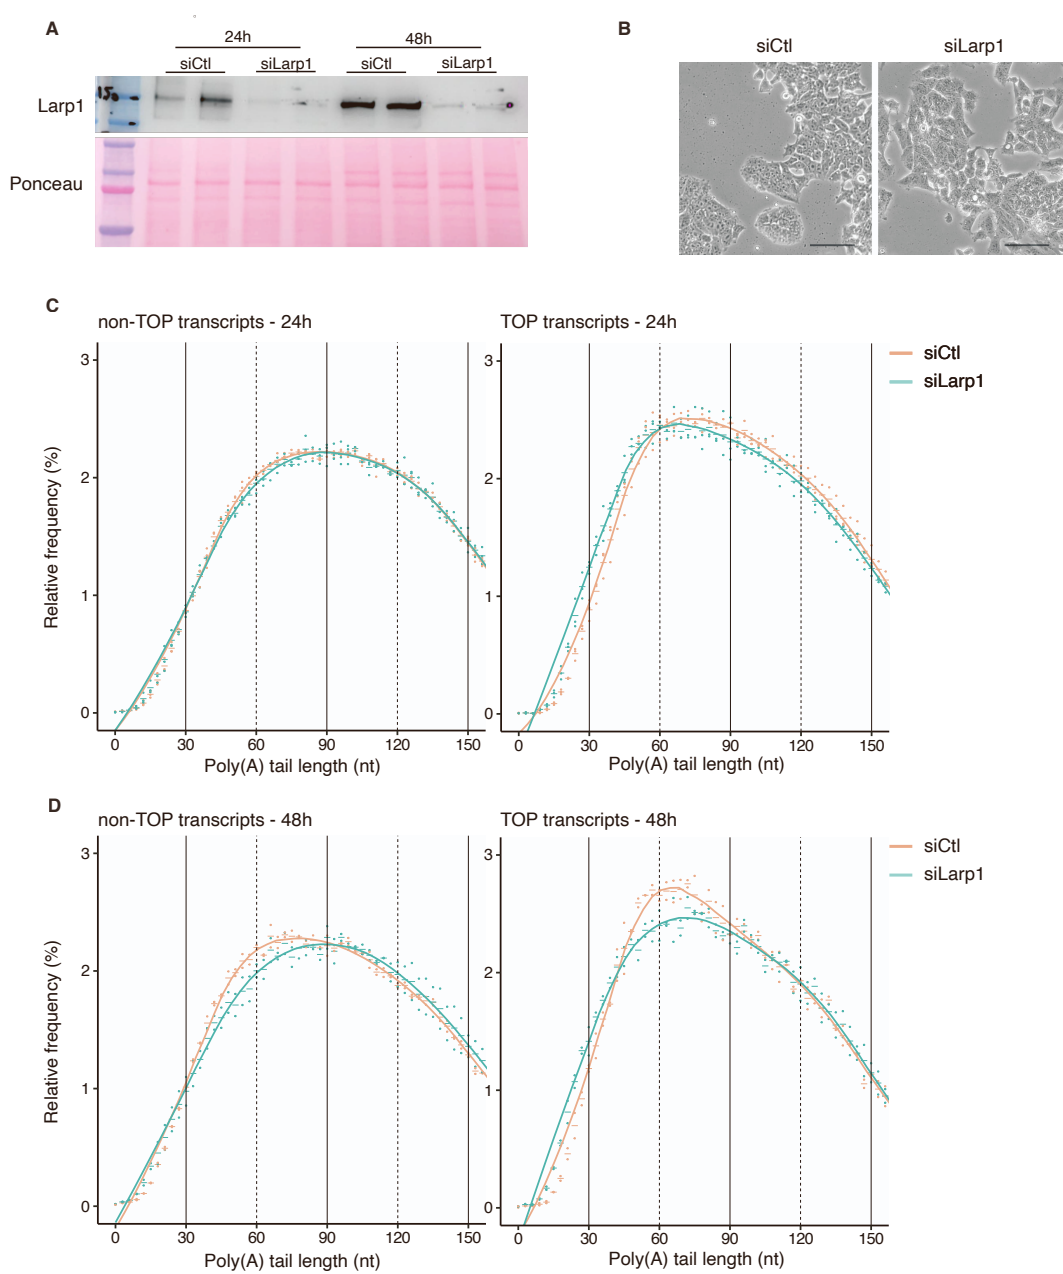

Figure S5, The mTOR/Larp1 interplay recapitulates the poly(A) dynamic of TOP mRNAs during neuronal differentiation, related to Figure 5. (A) Representative immunoblot showing Larp1 protein accumulation in undifferentiated cells (D0) after 24 or 48h of transfection with siCtl or siLarp1. Ponceau staining of the corresponding membrane is shown as an indication of protein load. Image representative of n=4 biological replicates, 2 independent experiments. (B) Representative micrographs of P19 undifferentiated cells (D0) transfected with siCtl or siLarp1 for 48h. Scale bars: 100  $\mu$ m. (C) Relative frequency plot of poly(A) tail length extended to 150-nts for the non-TOP (left) and TOP (right) transcripts after 24h of transfection with siCtl (orange) or siLarp1 (green). n=3 biological replicates. (D) Relative frequency plot as in (C) after 48h of transfection with siCtl (orange) or siLarp1 (green). n=2 biological replicates. For all relative frequency plots, dots indicate values for individual replicates and bars indicate the relative mean frequency for each poly(A) tail length.

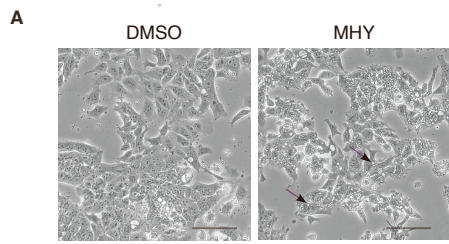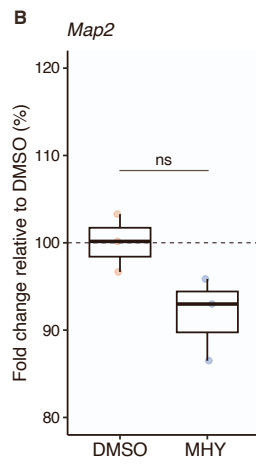

Figure S6, The timely processing of TOP mRNA poly(A) tails regulates the expansion of neuronal progenitor, related to Figure 6.

(A) Representative micrographs of undifferentiated P19 cells (D0) treated with DMSO or MHY1485 during 48h. Arrowheads indicate enlarged autophagosomes characteristic of the inhibitory effect of MHY1485 on autophagy. Scale bars: 100  $\mu$ m. (B) Box plot of the relative accumulation of Map2 transcripts in response to 48h exposure to DMSO or MHY1485 measured by qPCR. n=3 biological replicates. Data are expressed relative to the DMSO condition. Each dot represents one replicate, the center values show the means, the boxes indicate the first and third quartiles and the bars indicate the 10th and 90th percentiles. Two sample Student's t-test, two-tailed comparing MHY1485 to DMSO. ns, non significant.

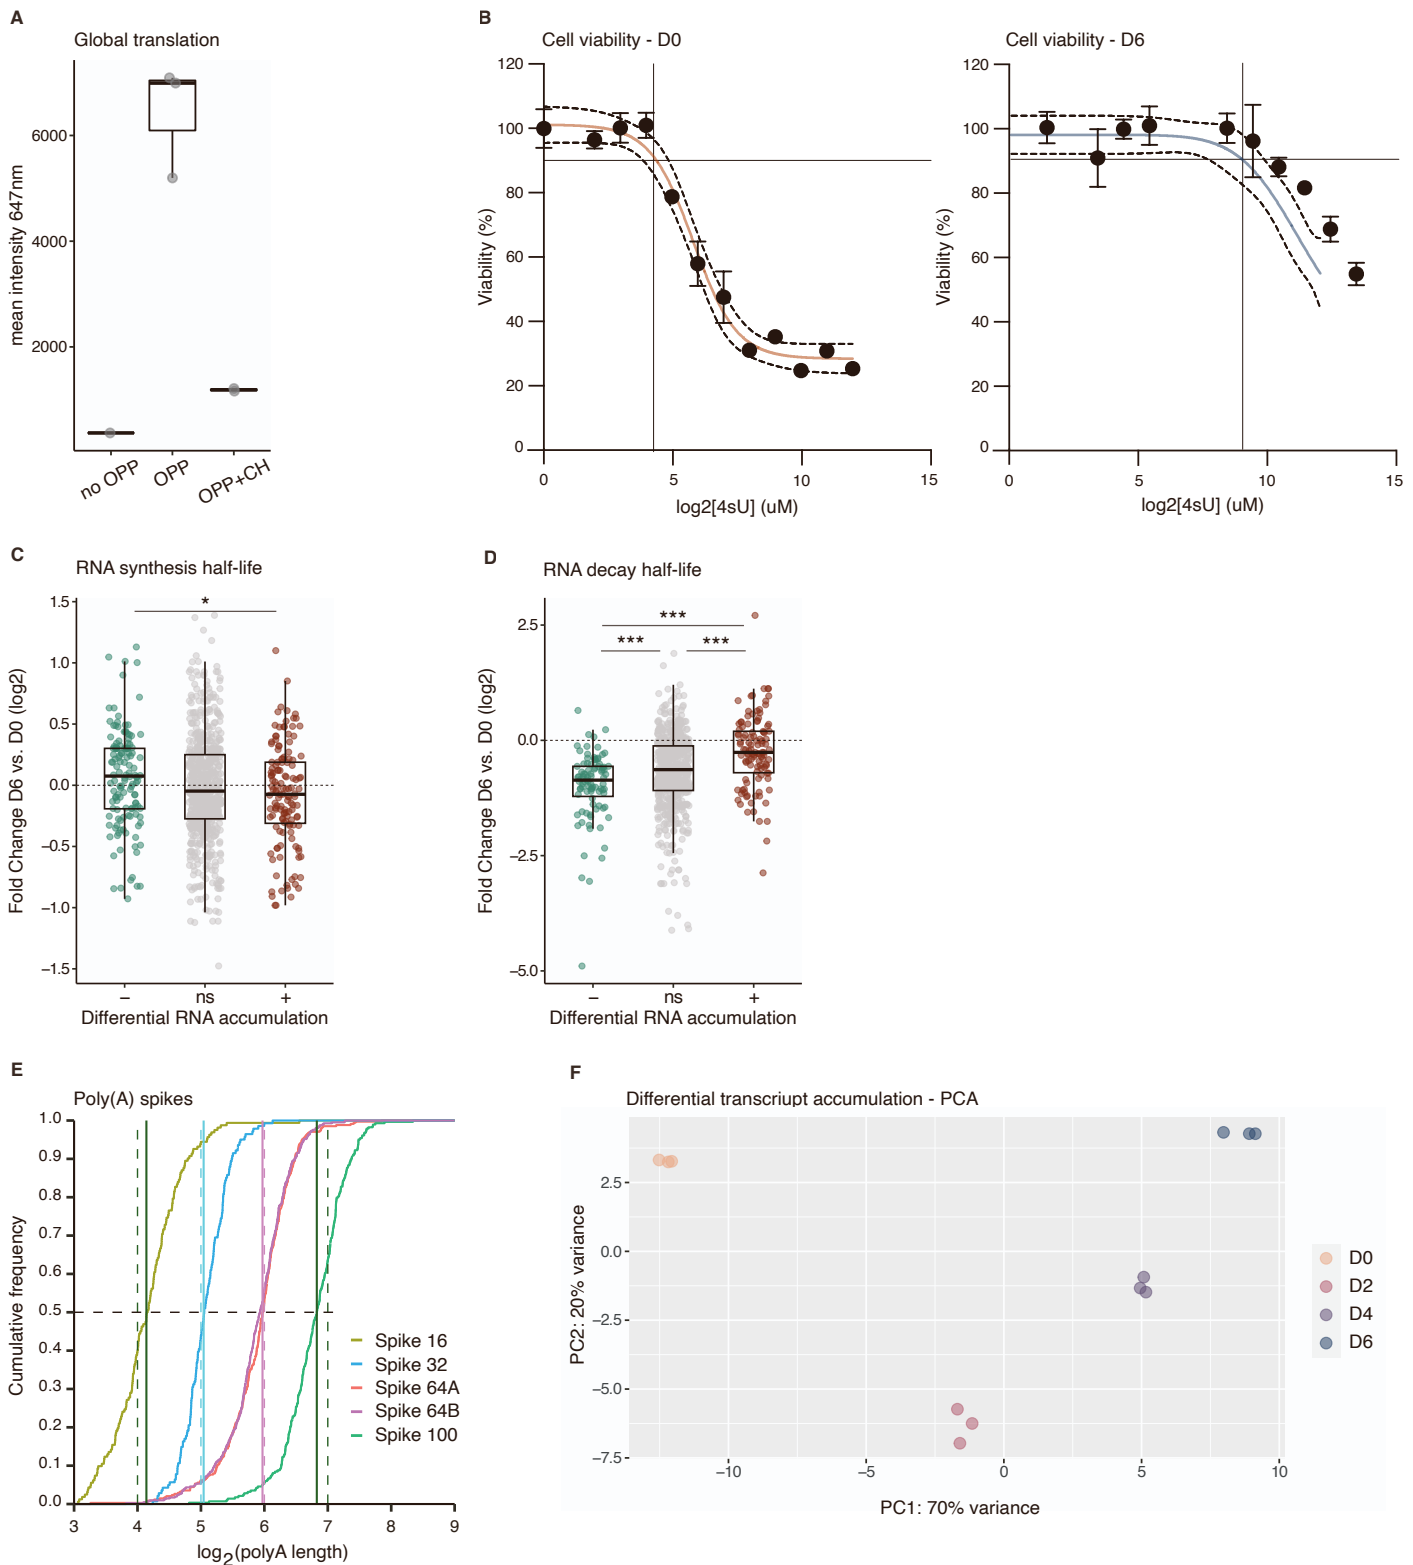

Figure S7, Calibration results for protein and RNA metabolism assays, related to Star Methods.

(A) Measure of global protein synthesis by OPP incorporation and FACS quantification in P19. The center values show the means, the boxes indicate the first and third quartiles and the bars the 10th and 90th percentiles. (B) Cell viability in response to 27 hours of exposure to increasing concentration of 4sU. Undifferentiated (day 0, D0) or differentiated (D6) cells are shown on the left or right panel, respectively. Dots indicates the relative mean value for each timepoint, the bars indicate standard deviations. The 4sU concentrations associated with 90% viability are interpolated from a sigmoidal fitness of the standard dilution. (C) Box plot showing the fold change of synthesis half-life during differentiation (D6 vs. D0) for transcripts split according to their differential accumulation (D6 vs. D0). 

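The 66 downregulated transcripts with a synthesis half-life in both states were compared with the 604 others. The difference in mean log2 change was 0.036 (two-sided permutation test, p = 0.587). From 0 and 9 h only, the difference was 0.16 over 196 downregulated and 1395 other transcripts (two-sided permutation test, p = 0.0431). Without a minimum of R squared the difference turned to -0.20 over 944 downregulated and 11186 other transcripts (two-sided permutation test, p = 0.00012). Upregulated transcripts were not separated from the others, because the available copy of Table S1 is incomplete.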

Krustal-Wallis test corrected by Bonferroni for multiple testing. \* $p < 0.05$ . 

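Between D0 and D6, the mean log2 decay half-life of the 56 downregulated transcripts changed by -0.43 more than that of the 572 other transcripts (two-sided permutation test, p = 1e-05, the smallest that the permutations can give). The mean changes were -0.67 and -0.23, and the median of the other transcripts went from 302 to 247 min. Over the 23 fits that each left out 1 library, the difference ranged from -0.56 without D6 catabolic replicate 14 of the third time point to -0.28 without D6 catabolic replicate 07 of 0 h.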

(D) Box plot as in (C) showing the fold change of decay half-life during differentiation (D6 vs. D0). Krustal-Wallis test corrected by Bonferroni for multiple testing. \*\*\* $p < 0.001$ . (E) Cumulative frequency plot of poly(A) spike-ins relative to the poly(A) tail length (log<sub>2</sub>) measured by direct RNA sequencing. (F) PCA representation of the covariates from the differential transcript accumulation analysis comparing stages of P19 cell differentiation from D0 to D6. For all plots,  $n=3$  biological replicates.

| Oligo name     | Oligo sequence                                       |
|----------------|------------------------------------------------------|
| RNA-Spike_Frw  | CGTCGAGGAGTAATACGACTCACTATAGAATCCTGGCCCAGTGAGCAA     |
| RNA-Spike_8    | T(8)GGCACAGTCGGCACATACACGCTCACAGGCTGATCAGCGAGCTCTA   |
| RNA-Spike_16   | T(16)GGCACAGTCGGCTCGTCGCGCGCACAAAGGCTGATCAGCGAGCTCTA |
| RNA-Spike_32   | T(32)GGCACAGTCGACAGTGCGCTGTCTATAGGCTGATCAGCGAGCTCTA  |
| RNA-Spike_64_a | T(64)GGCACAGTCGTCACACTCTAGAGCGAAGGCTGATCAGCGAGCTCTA  |
| RNA-Spike_64_b | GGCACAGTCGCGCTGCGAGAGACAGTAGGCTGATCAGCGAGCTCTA       |
| RNA-Spike_100  | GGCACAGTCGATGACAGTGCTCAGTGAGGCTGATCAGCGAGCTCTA       |

Table S9, Oligos used to generate spike-ins of different poly(A) tail lengths, related to Star Methods.

| Barcode ID | Oligo A                                | Oligo B                                           |
|------------|----------------------------------------|---------------------------------------------------|
| BC1        | /5Phos/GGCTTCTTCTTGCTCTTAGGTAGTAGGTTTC | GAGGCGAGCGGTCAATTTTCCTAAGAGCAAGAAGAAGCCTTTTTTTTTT |
| BC2        | /5Phos/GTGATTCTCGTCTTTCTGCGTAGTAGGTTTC | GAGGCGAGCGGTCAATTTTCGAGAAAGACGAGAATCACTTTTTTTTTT  |
| BC3        | /5Phos/GTACTTTTCTCTTGCGCGGTAGTAGGTTTC  | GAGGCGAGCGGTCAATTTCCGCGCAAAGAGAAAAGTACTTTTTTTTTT  |
| BC4        | /5Phos/GGTCTTCGCTCGGTCTTATTAGTAGGTTTC  | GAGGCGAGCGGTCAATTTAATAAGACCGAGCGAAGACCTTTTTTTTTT  |

Table S10, Oligos used for direct RNA library multiplexing, related to Star Methods.

How the deposited data were processed for this re-analysis (not part of the article)

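SLAM-seq libraries of P19 cells were available for D0 and D6, 47 in all, with 3 libraries for each state, assay and time point and 2 for the third time point of the catabolic assay at D6. The condition of each library came from its label, and the doses and hours from the paper's methods. The labels number the libraries without pairing them, so that no pairs or blocks were used, and no sequencing batch is given.

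The authors mapped the reads to mm10 with SLAMdunk, called and masked polymorphisms and counted conversions over the 3′ UTR intervals. For each interval the files hold, as the authors deposited them, counts of reads, of covered T positions, of T>C conversions and of reads with a conversion, a conversion rate as a fraction, and the reads as CPM. The deposited counts were used, and the deposited fraction and CPM were not. Each file lists 39419 intervals, of which 30432 have different coordinates, for 30609 RefSeq transcripts. Counts were summed over the intervals of a transcript. Of the transcripts, 28190 are mRNA and 2419 non-coding, and 28059 of the mRNA transcripts could be paired with a symbol. Over all libraries, the reads on 3′ UTRs ranged from 1489528 to 11677046 (median 5750402) and the covered T positions from 33614202 to 279827660 (median 132642083). Reads carry no molecular identifiers, so that errors between replicates and not counting errors were used.

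Analysis was restricted to mRNA transcripts with a mean of at least 1000 covered T positions per library, 14426 in all. Transcripts that share a 3′ UTR share its counts, and 4937 of 19681 clusters of overlapping 3′ UTRs held more than 1 transcript. The conversion rate was divided by the mean rate of the transcript at 0 h of the catabolic assay of the same state. An exponential decay, or 1 minus an exponential decay for synthesis, was fitted by least squares to all libraries in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and numba 0.67.0. Fits with R squared over 0.6 and a half-life over 0 and up to 5000 min were kept. No half-life was estimated where the fitted curve fell under 0.001 at the first time point after 0 h. This limit and the restriction to mRNA transcripts were added after the data had been seen. So were the settings that combine background subtraction with other choices, that set no minimum of R squared at 0 and 9 h or that thin the reads, and the tests named as such in the closing section. The tests for each comparison and the other alternatives were set before the data were examined.

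Mean log2 half-lives and their changes were compared with two-sided permutation tests of 100000 sign flips or label shuffles, and exactly where a set had fewer than 10 transcripts and the splits could be counted. The 14 half-life comparisons form a family for Benjamini-Hochberg adjustment. No downregulated TOP transcript had a decay half-life in both states with the paper's hours, and the comparisons of TOP decay used 0 and 9 h only, an alternative from the plan. Downregulated genes were the symbols listed in Table S3, of which 821 had an mRNA 3′ UTR in the files. TOP genes were the 92 names of its list, of which 81 had one, and 63 were on both lists. In an alternative, 10 of the 11 names that are not current mouse symbols were replaced. Table S1 was available only in part and was not used.

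Conversion counts were tested per transcript in R 4.3.3 with edgeR 4.0.16, by its quasi-likelihood test with the log of the covered T positions as offset and Benjamini-Hochberg adjustment at 0.05. Decay was tested as the difference between the states in the slope of the log rate over the hours, and newly made RNA as the rate after 9 h of the anabolic assay over that after 15 h. Reads per transcript were tested with edgeR after TMM normalization and its filter on low counts, for D6 against D0 without 4sU and for 15 h against none in each state. Alternatives used DESeq2 1.42.0, limma 3.58.1 on background-subtracted rates, other coverage minimums, the hours of the labels, 0 and 9 h only, background subtraction, no minimum of R squared, fits to the mean of each time point, a free amplitude, 1 transcript per cluster and each library left out in turn. Splits of the libraries into other groups were counted, all 10 where groups of 3 were compared and 100 drawn at random otherwise. Figures were drawn with matplotlib 3.10.9.

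Genes were named by a rule, which took every gene the paper names, the 2 longest and the 2 shortest decay half-lives at D6 among TOP transcripts, the 3 smallest p in each direction of each edgeR test, and the TOP genes listed under another name. Myc, Fau and Rps3a1 were under the coverage minimum.

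The fits and tests were tested on simulated data with the depth of these libraries. With counting error only, for transcripts simulated without a change, the mean log2 change was -0.045 for decay and 0.021 for synthesis, and for those simulated with a decay half-life changed by a log2 of -1 it was -1.01. For the tests of the decay slope, the changed transcripts were instead given a log2 rate that fell by 0.5 per hour more at D6. No smaller difference in slope was simulated, so that the power for one is not known. With the spread between replicates of these data, edgeR's test of the decay slope recovered 22.5% of these changed transcripts, and 16.7% of its calls were false. DESeq2 recovered 51.5%, with 55.0% of its calls false, and limma on log2 rates 4%, with 69.2% of its calls false. For newly made RNA, edgeR recovered 0% at this spread and 96.0% at little spread. Of transcripts given a log2 change of 1.5 in their reads, it recovered 6%. No libraries were left out, and in each of the 46 pairs of replicate libraries the counts differed by more than sampling noise (lowest chi-squared per degree of freedom 12.1).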

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

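The tests of the number of conversions behind the Hoxb3 call, of library size and of library preparation were chosen only after the results they concern had been seen.

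The decay slope differed between D6 and D0 for 2 of 14426 transcripts in a test of the difference between the states itself. Both transcripts belong to Hoxb3 and share a 3′ UTR, so that a single region was measured. Of 100 splits of the catabolic libraries into groups of the same sizes, 2 gave as many transcripts, the real split included, which argues against a random grouping of the libraries. The call depended on single libraries, however, since the count ranged from 0 to 4 over the 23 fits that each left out 1. Without D6 catabolic replicate 07 or D0 catabolic replicate 25, both of 0 h, 0 transcripts passed. With limma on background-subtracted rates 0 passed too, but limma recovered only 4% of the changed transcripts on simulated rates, so that its count says little. Hoxb3 had few conversions at D0, with 25 over 708 covered T positions at 0 h and 24 over 701 at the third time point, each pooled over 3 libraries, and copies of the same molecule cannot be told apart in these counts. Too few independent reads for a slope at D0 are therefore not excluded. Its conversion rate at D0 did not fall during the chase, at 3.53%, 4.57%, 3.42% and 3.73% from 0 to 9 h, and it was 2.38% in D0 libraries without 4sU (23 of 968 T positions). At D6 it fell from 5.29% to 0.539%, and without 4sU it was 0.126%. In the 29 transcripts with at most 1% of their D6 coverage at D0, the rate in the unlabeled libraries of D0 was 0.862% ± 0.152 (SD, n = 3), at least 3.72 times that of all transcripts in every one of these libraries. In the unlabeled libraries of D6, where they are abundant, the rate of the same transcripts was 0.0707%, 0.101% and 0.0730%, so that their own sequence did not bring the conversions. Reads of labeled D6 libraries that were counted in D0 libraries, through index cross-talk or carry-over, may therefore make up part of the Hoxb3 signal at D0. In the D6 libraries without 4sU, the 19 transcripts almost absent from D6 had a rate of 0.428% against 0.165% for all transcripts. A slower decay of Hoxb3 at D0 stays open, as untested, since the slope at D0 comes from a region with a mean of 383 covered T positions.

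Read counts of the libraries without 4sU, which the paper does not report on, differed between D6 and D0 for 2115 of 16091 transcripts (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1246 higher and 869 lower at D6. The largest changes by the rule for named genes were those of Hes5 (log2 9.83), Hoxa5 (9.27), Hoxb4 (8.77) and Tpm1 (-8.52). The first 3 of these had few reads at D0, where reads counted from D6 libraries might hide part of the change, which was not tested for them. After the reads of every library were thinned to the smallest library, 2165 transcripts passed, which argues against library size as the source. The 1130 transcripts of the downregulated list, which the paper took from direct RNA sequencing, had a mean log2 change of -1.84 against 0.28 for the 14961 others. This difference of -2.12 (two-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give) argues against library preparation as the whole source. Of the listed transcripts, 443 were lower and 2 higher at D6 past the threshold. The 66 TOP transcripts of the list had a mean of -0.75. Of the 10 splits of the 6 libraries, 1 gave as many transcripts, the real one, and each of the others gave 0. So few splits cannot give a smaller share, but the shift of a list that was drawn up from other data argues against a random grouping. The state of the cells stays open as a hypothesis.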

How the results depend on the processing

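The settings without a limit on short half-lives, with non-coding transcripts, with thinned reads, those that combine background subtraction with other choices, and those changed from 0 and 9 h for TOP decay were chosen after the data had been seen.

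Of the alternatives to the main comparisons, 143 kept direction and side of the threshold, 35 reversed direction, 15 no longer passed the threshold and 16 newly passed it, and 15 counts moved by over 1.5 times. The decay half-life of all transcripts stayed shorter at D6 under all 9 alternatives set in advance, with a mean log2 change between -0.46 and -0.18, and so did that of the non-TOP downregulated transcripts, between -0.98 and -0.47. Downregulated transcripts shortened more than others under all 9, by -0.57 to -0.17. The longer half-life of TOP transcripts at D0 lay between 1.14 and 1.38 under 3 alternatives. For the TOP decay values reported at 0 and 9 h, a free amplitude gave the same values, and the mean of each time point gave those found there without a minimum of R squared, since a curve through the means of a pair of time points leaves no residual to filter on. Removing the coverage minimum changed no half-life result with the paper's hours. For half-lives the threshold here is an unadjusted p of 0.05. The synthesis change of all transcripts and the TOP synthesis difference at D0 were under it in the main fits but did not pass after Benjamini-Hochberg adjustment (0.0613 for both). Below, values are mean log2 changes or differences, and where results changed the cause was not tested.

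With the hours of the labels, the difference in decay change between TOP and non-TOP transcripts reversed to 0.18 and the TOP change of -0.79 was left with 5 transcripts, which cannot pass the threshold (smallest p 0.0625 by exact sign flips). For synthesis, the difference at D6 passed at 0.93, and the difference in change and the TOP change reversed to 0.62 and 0.55.

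From 0 and 9 h only, the synthesis change of all transcripts reversed to 0.010, the TOP difference fell to 0.17 at D0, with an unadjusted p above 0.05, and at D6 it passed at 0.70. The difference in synthesis change reversed to 0.54, the TOP change to 0.62 and the non-TOP change to 0.086, and the difference between downregulated and other transcripts passed at 0.16.

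Without a minimum of R squared, the TOP decay difference at D6 of 0.33 lost and the difference in change of -0.81 gained the threshold. The synthesis change of all transcripts reversed to 0.39, the difference in change to 0.53, the TOP change to 0.71, the non-TOP change to 0.18 and the difference between downregulated and other transcripts to -0.20. The synthesis difference was 0.19 at D0, with an unadjusted p above 0.05, and 0.72 at D6, past it.

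With the mean of each time point, the TOP decay difference at D6 of 0.27 lost and the difference in change of -1.11 gained the threshold. The synthesis change of all transcripts reversed to 0.072, the difference in change to 0.32, the TOP change to 0.40 and the non-TOP change to 0.070, and the difference at D6 passed at 0.68.

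Background subtraction took the synthesis difference at D0 to 0.46 with 2 TOP transcripts, and 1 transcript per cluster to 0.48, both with an unadjusted p above 0.05. With 1 transcript per cluster the non-TOP synthesis change reversed to 0.050. With the TOP names replaced, the synthesis difference at D6 passed at 0.58 and the difference in change and the TOP change reversed to 0.063 and 0.047. The synthesis change of all transcripts had an unadjusted p above 0.05 at -0.018 with at least 10000 covered T positions, at -0.96 with a free amplitude (8 transcripts) and at -0.039 with non-coding transcripts.

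For 0 and 9 h with background subtraction, the difference in decay change passed at -0.44. The synthesis change of all transcripts of -0.014 and the difference at D0 of 0.14 had unadjusted p above 0.05, that at D6 passed at 0.74, and the difference in change reversed to 0.60, the TOP change to 0.61 and the non-TOP change to 0.015. For 0 and 9 h with no minimum of R squared, the difference in decay change passed at -0.50.

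With the labels' hours and background subtraction, the difference in decay change reversed to 0.24 and the TOP change of -0.63 again had 5 transcripts, too few to pass the threshold. The synthesis difference at D6 passed at 0.94 and the non-TOP change at -0.19, and the difference in change reversed to 0.66, the TOP change to 0.47 and the difference between downregulated and other transcripts to -0.0057.

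Without a minimum of R squared and with background subtraction, the TOP decay difference at D6 of 0.34 lost and the difference in change of -0.79 gained the threshold. The synthesis change of all transcripts reversed to 0.27, the difference in change to 0.56, the TOP change to 0.55 and the difference between downregulated and other transcripts to -0.26. The synthesis difference was 0.20 at D0, with an unadjusted p above 0.05, and 0.76 at D6, past it.

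Under background subtraction with 0 and 9 h and no limit on short half-lives, the decay change of all transcripts reversed to 0.33 and the synthesis change to 0.14. The synthesis difference at D6 passed at 1.88, and the difference in change reversed to 0.88, the TOP change to 0.80 and the difference between downregulated and other transcripts to -0.16.

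The decay slope differed for 143 transcripts with DESeq2, 108 with the labels' hours, 34 with 0 and 9 h, 12 with no coverage minimum, 1 with 1 transcript per cluster and 0 with limma on background-subtracted rates. The rate fell faster at D6 for 141 of those with DESeq2, 98 with the labels' hours, 34 with 0 and 9 h and 6 with no coverage minimum. It fell more slowly for 2, 10, 0 and 6. DESeq2 gave 163 transcripts for newly made RNA, 3209 for expression at D6 against D0, and 115, 130 and 75 for 15 h in 4sU at D0, at D6 and between the states. Without a filter on low counts, these last were 69, 26 and 38, and with thinned reads the count at D0 was 1.

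With each library left out in turn, decay values kept their direction. The change of all transcripts lay between -0.52 and -0.18, that of non-TOP transcripts between -0.92 and -0.54 and that of TOP transcripts between -1.21 and -0.61. The TOP difference lay between 0.96 and 1.20 at D0 and 0.55 and 0.91 at D6, and downregulated against other transcripts between -0.56 and -0.28. The difference in change lay between -0.65 and -0.15 and passed the threshold without D0 catabolic T0 replicate 26. The share of label left after 9 h differed by -8.68 to -2.47 percentage points, without D0 catabolic T9 replicates 35 and 36.

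For synthesis, the change of all transcripts lay between -0.19 and 0.097 and changed side or sign in 11 of 30 fits, and that of non-TOP transcripts between -0.24 (without D0 anabolic T9 replicate 72) and 0.17 (without D6 anabolic T9 replicate 53) in 16 of 30. The TOP difference at D0 lay between 0.26 and 1.02, with an unadjusted p above 0.05 in 10 of 26, the lowest without D6 anabolic T3 replicate 43. At D6 it lay between 0.24 and 0.51 and passed without D6 catabolic T0 replicate 08 and D6 anabolic T3 replicate 45. The difference in change lay between -0.53 (without D6 anabolic T9 replicate 53) and 0.12 (without D6 anabolic T1 replicate 42), the TOP change between -0.36 and 0.049 (without D6 anabolic T9 replicate 52), and downregulated against other transcripts between -0.063 (without D0 anabolic T9 replicate 72) and 0.18 (without D6 anabolic T9 replicate 53).

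The count for the decay slope ranged from 0 to 4 (without D6 catabolic T0 replicate 09) and moved in 13 of 23 fits. For newly made RNA it ranged from 0 to 52 (without D6 anabolic T9 replicate 52), for expression at D6 against D0 from 1253 (without D6 anabolic T0 replicate 37) to 2307, and for 15 h in 4sU from 1 (without D0 catabolic T0 replicate 27) to 22 (without D0 anabolic T0 replicate 55) at D0, from 0 (without D6 catabolic T0 replicate 08) to 14 at D6 and from 0 to 9 (without D6 anabolic T0 replicate 39) between the states.

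No paired analysis was possible because the labels number every library once and no number is shared between conditions. In simulations at the depth of these libraries 65.3% of the transcripts met the criteria for decay in both states with counting error only, against 628 of 14426 in the data, so that depth alone does not limit the number of fits. The third time point of the catabolic assay at D6 had 2 libraries.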

Differences from the paper's values

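None of the alternatives set before the data were examined was chosen for its distance to the paper, and the settings added after seeing the data are named as such. A half-life or ratio is listed where the values differ by more than the larger error and by over 1.5 times, and a log2 change where the signs differ or the values differ by more than the larger error. The criterion for a log2 change near 0 thus turns on its sign alone, and a value within it need not lie closer to the paper's.

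The mean decay half-life of TOP transcripts at D0 was 10.7 h against the paper's 20 h. It was 13.5 h with the hours of the labels, 24.3 h without a minimum of R squared and 21.6 h with the mean of each time point, all within the criterion. At D6 it was 357 min against the paper's value of about 750 min (Figure 2E, read by eye). The fit without a minimum of R squared, at 712 min, came within the criterion, and the hours of the labels, at 474 min, and the mean of each time point, at 323 min, did not. With 0 and 9 h and no minimum of R squared, a setting chosen after seeing the data, 39 TOP transcripts had a mean of 1057 min at D0 and 619 min at D6, nearer to the paper's values, against 422 and 302 min for the non-TOP transcripts.

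The median decay half-life of all transcripts at D6 was 244 min against the paper's about 150 min (Figure 2B, read by eye). The hours of the labels (163 min) and 0 and 9 h only (172 min) came within the criterion. Background subtraction (241 min), no coverage minimum (244 min), at least 10000 covered T positions (265 min), no minimum of R squared (319 min), the mean of each time point (232 min), a free amplitude (238 min) and 1 transcript per cluster (248 min) did not.

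The mean synthesis half-life of non-TOP transcripts was 463 min at D0 against the paper's about 280 min and 463 min at D6 against about 290 min (Figure 2C, read by eye). The hours of the labels (324 and 318 min) and 0 and 9 h only (305 and 338 min) came within the criterion, and the other 7 alternatives set before the data were examined, at 454 to 591 min, did not. For TOP transcripts it was 619 min at D0 against the paper's about 320 min (Figure 2C, read by eye). The labels' hours (389 min), 0 and 9 h only (334 min) and no minimum of R squared (515 min) came within the criterion, and the other 6, at 599 to 664 min, did not. At D6 it was 596 min against about 360 min (Figure 2C, read by eye). Here 0 and 9 h only (512 min) and background subtraction (529 min) came within the criterion, and the other 7, at 576 min or more, did not.

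The mean log2 change of the synthesis half-life of TOP transcripts was -0.088 against the paper's about 0.19 (Figure 2D, read by eye). The labels' hours (0.55), 0 and 9 h only (0.62), no minimum of R squared (0.71), the mean of each time point (0.40) and the TOP names replaced by mouse symbols (0.047) came within the criterion. Background subtraction (-0.40), both other coverage minimums (-0.088) and 1 transcript per cluster (-0.088) did not. That of the non-TOP transcripts was -0.0032 against the paper's about 0.04 (Figure 2D, read by eye). Here 0 and 9 h only (0.086), no minimum of R squared (0.18), the mean of each time point (0.070) and 1 transcript per cluster (0.050) came within the criterion. The labels' hours (-0.068), background subtraction (-0.068), both other coverage minimums (-0.0032) and the replaced TOP names (-0.015) did not. For all downregulated transcripts it was -0.0097 against the paper's about 0.08 (Figure S7C, read by eye). Again 0 and 9 h only (0.15), no minimum of R squared (0.21), the mean of each time point (0.098) and 1 transcript per cluster (0.036) came within the criterion. The labels' hours (-0.012), background subtraction (-0.080) and both other coverage minimums (-0.0097) did not.

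The paper states that TOP transcripts were synthesized more slowly at D0 than other downregulated transcripts. The difference here was 0.50 in mean log2 half-life, with an adjusted p of 0.0613 by exact permutation. It passed an unadjusted p of 0.05 also with the labels' hours, the mean of each time point, the replaced TOP names and both other coverage minimums. The paper states that the synthesis of TOP transcripts was repressed further during differentiation while that of other downregulated transcripts was kept. The change of TOP transcripts relative to the others was -0.085 here (two-sided exact permutation test, p = 0.687). It was 0.62 with the hours of the labels (p = 0.00011 by permutation), 0.54 with 0 and 9 h only, 0.53 without a minimum of R squared and 0.32 with the mean of each time point, and each of these passed the threshold. So did several settings that were chosen after seeing the data and subtract the background, among them 0.66 with the hours of the labels and 0.60 with 0 and 9 h only. The paper states an equal acceleration of decay for TOP and other downregulated transcripts, and here the difference was -0.30 (two-sided permutation test, p = 0.0986). It passed the threshold at -0.81 without a minimum of R squared and at -1.11 with the mean of each time point.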

Other observations

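The tests of the background, of the hours of the labels, of a lag and of thinned reads were chosen only after the results were seen, and the rule that the test of the background must hold without the limit on short half-lives, and the separate reading of 0 and 9 h, were set after its values were known.

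Conversions found without 4sU make up a larger share of the weaker label of D0, and they might lengthen the half-lives at D0 relative to D6. With the background subtracted and each library left out in turn, the mean log2 change of the decay half-life ranged from -0.41 to -0.067 with the paper's hours and from -0.59 to -0.15 with those of the labels, so that its highest value was -0.0673. Without the limit on short half-lives it ranged from -0.50 to -0.066 and from -0.69 to -0.15. With these hours, the values argue against the background as the whole source. With 0 and 9 h only, the change ranged from -0.15 up to -0.0404 with the limit, and from 0.021 to 0.56, on the other side of 0, without it. There the background and a difference in decay between the states cannot be told apart, because the sign turns with how very short half-lives are treated. The dose of 4sU differed between the states, and no biological explanation could be tested apart from it.

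The conversion rate at the second time point lay at the level of the first in both assays at D0. Under the hours of the sample labels, the residual of the fit was smaller for 71.4% to 87.2% of the transcripts, depending on the state and assay, so the time points may lie at those hours. With these hours, 70.0% to 87.8% of the transcripts still lay on the side of a lag at the second time point, which is consistent with a delay before label is taken up or lost. Neither test excludes the other explanation. The main fits used the paper's hours, and thus the hours with the larger residual for most transcripts. Their medians over all transcripts also lay farther from the paper's, read by eye, than those with the labels' hours. For decay, the labels' hours gave 225 min at D0 and 163 min at D6. The main fits gave 305 and 244 min, and the paper shows about 240 and 150 min.

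Longer decay half-lives of TOP than of non-TOP transcripts could follow from higher coverage, since half-life rose with coverage across non-TOP transcripts at D0 (Spearman's rho 0.437 across transcripts, which are not independent). Against 90 non-TOP transcripts matched for coverage, the 13 TOP transcripts kept a difference in mean log2 half-life of 0.699 (two-sided permutation test, p = 0.00553), which argues against coverage as the whole source. Differences between the transcripts themselves stay open as an untested explanation.

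Slow decay might by itself lengthen the synthesis half-life of TOP transcripts, through label that has not reached its plateau after 15 h. In 44 TOP and 946 non-TOP transcripts at D0, the rate after 9 h predicted from decay alone was lower for TOP transcripts by a difference of -11.1 percentage points. The observed difference was -11.6 points (two-sided permutation test, p = 0.279). The residual differed by -0.472 points (two-sided permutation test, p = 0.968). Decay alone thus predicted a difference close to the observed one. Slow synthesis beside slow decay is not excluded, because neither the observed nor the residual difference exceeded the spread between transcripts.

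After 15 h in 4sU, the read counts of 6 of 17569 transcripts at D0 and of 10 at D6 differed from those without 4sU, and 723 and 999 had an unadjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At D0, 3 were higher, Celsr3 and 2 transcripts of Pitpnm2, for which no fold is given because their reads without 4sU were close to 0, and 3 lower, Hoxb9 (-2.46) and 2 transcripts of Gprin1 (-3.18). At D6 all 10 were lower, among them Slc16a3 (-3.70) and Lrpprc (-1.77). The change differed between the states for 0 transcripts, with 846 at an unadjusted p under 0.05. Of 10 splits of the libraries, 3 at D0 and 1 at D6 gave as many transcripts, and with so few splits a random grouping cannot be told apart from the label. For the difference between the states the real count was 0, so that all 100 splits drawn gave as many by construction, which tests nothing. The power of this test was not simulated, so that its small counts do not exclude further changes. For D6 against D0 without 4sU, edgeR recovered 6% of the transcripts given a log2 change of 1.5 in simulated reads. Loss of reads with many conversions would lower the reads of the most labeled transcripts, but the change in reads at D6 rose with the conversion rate (Spearman's rho 0.102 across 14426 transcripts, which are not independent). The mean library size without 4sU was 1.27 times that with 4sU at D6. With the reads of the 12 libraries thinned to the smallest, all 10 transcripts of D6 stayed past the threshold, which argues against library size there. At D0 only 1 of 6 did, Celsr3, and a difference in library size cannot be told apart from the label there, since thinning also lowers the power of the test. Time in 4sU and the assay go together, so that neither can be named as the source. For newly made RNA the real count was also 0, and all 100 splits drawn gave as many by construction. At an unadjusted p under 0.05, 10 of the 100 splits gave at least the 1036 transcripts of the real grouping.

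Among downregulated transcripts whose TOP list name is not their mouse symbol, only Eef1a1 had a decay half-life from 0 and 9 h in both states. It was 661 min at D0 against a median of 236 min for the 368 other non-TOP transcripts (two-sided Fisher's exact test, p = 0.499). With 1 transcript, a slow decay of the renamed TOP transcripts cannot be told apart from that of the others.

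By the rule for named genes, edgeR's test of the decay slope also lists Hoxb8, whose log2 rate fell by 0.48 per hour more at D6 (adjusted p = 0.0688, Benjamini-Hochberg). In the other direction it lists Hectd3 (1.37), Blm (1.56) and Parp16 (2.57). None of these passed the threshold in the main fit. Hoxb8 passed with DESeq2 (adjusted p = 0.00442) and in edgeR's test with the labels' hours (0.000735), 0 and 9 h (0.00108) and both other coverage minimums (0.0387 and 0.0308). It did not pass with 1 transcript per cluster (0.0515) or with limma (0.319), which recovered only 4% of the changed transcripts on simulated rates. With the labels' hours Blm (0.0379) and Parp16 (0.0268) passed in edgeR's test, and Hectd3 (0.0621) did not. Rplp0 had a conversion rate at D6 of 2.95%, 3.81%, 2.81% and 3.06% over the catabolic time points. Map2 had a decay half-life of 265 min at D0, with an R squared of 0.229, and of 335 min at D6, with an R squared of 0.753. Rps6 had a mean of 2619 covered T positions and no positive decay half-life at D0.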
